# Translation in astrocyte distal processes sets molecular heterogeneity at the gliovascular interface

**DOI:** 10.1038/celldisc.2017.5

**Published:** 2017-03-28

**Authors:** Anne- Cécile Boulay, Bruno Saubaméa, Nicolas Adam, Stéphanie Chasseigneaux, Noémie Mazaré, Alice Gilbert, Mathieu Bahin, Leïla Bastianelli, Corinne Blugeon, Sandrine Perrin, Juliette Pouch, Bertrand Ducos, Stéphane Le Crom, Auguste Genovesio, Fabrice Chrétien, Xavier Declèves, Jean-Louis Laplanche, Martine Cohen-Salmon

**Keywords:** astrocyte, gliovascular unit, endfeet, translating ribosome immunoprecipitation, local translation, mRNAs localization

## Abstract

Astrocytes send out long processes that are terminated by endfeet at the vascular surface and regulate vascular functions as well as homeostasis at the vascular interface. To date, the astroglial mechanisms underlying these functions have been poorly addressed. Here we demonstrate that a subset of messenger RNAs is distributed in astrocyte endfeet. We identified, among this transcriptome, a pool of messenger RNAs bound to ribosomes, the endfeetome, that primarily encodes for secreted and membrane proteins. We detected nascent protein synthesis in astrocyte endfeet. Finally, we determined the presence of smooth and rough endoplasmic reticulum and the Golgi apparatus in astrocyte perivascular processes and endfeet, suggesting for local maturation of membrane and secreted proteins. These results demonstrate for the first time that protein synthesis occurs in astrocyte perivascular distal processes that may sustain their structural and functional polarization at the vascular interface.

## Introduction

Astrocytes, which are the most numerous neuroglial cells in the central nervous system (CNS), are multipolar cells. Through specific physical coverage of neuron processes [1, 2], they control the formation, maturation and activity of synapses [3] by sensing neuronal inputs and in turn modulating neighboring synaptic elements through various mechanisms, such as uptake or release of neuroactive factors [4]. Astrocytes also send endfeet-terminated processes that contact blood vessels and fully sheath the brain vascular system [5]. There, they display a specific molecular repertoire that allows them to regulate perivascular homeostasis, blood–brain barrier (BBB) integrity, crosstalk with the peripheral immune system, endothelial transport and vessel contractility in response to neuronal activity [6–8]. Astrocyte polarity, which allows astrocytes to integrate and regulate neuronal and vascular signals, is crucial to the brain and its alteration is described in several neurological and psychiatric diseases [7, 9]. In particular, pathologies associated with vascular dysfunction, including epilepsy, ischemic brain damage and Alzheimer’s disease, have been coupled to the loss of astrocyte polarity at the vascular interface [10–13]. Thus, a question of prime importance is how such functional polarization is set in astrocytes. Interestingly, the surface of astroglial processes far exceeds that of the soma. Indeed, astrocytes (literally ‘star-like cells’) display a highly complex morphology, with numerous processes of ~50 μm in the gray matter (protoplasmic) or up to 300 μm in the white matter (fibrous). This morphology allows them to contact synapses and vessels and cover a surface area of ~60 000–80 000 μm^^2^^ [14]. This extreme level of ramification, the large volume occupied by astrocytes (~65 000 μm^3^ per protoplasmic astrocyte) and their capacity to dynamically regulate synaptic and vascular functions necessarily pose unique challenges for the optimization of protein availability in both space and time [14]. The compartmentalization of mRNAs to distal regions of the cytoplasm is one of the most prominent and evolutionarily conserved mechanisms for the spatial and temporal regulation of protein synthesis in polarized cells. It allows the establishment of specific molecular repertoires in subcellular domains in response to environmental cues, thereby contributing to cell polarity. In the brain, distal mRNA localization has been described in neurons, in which the cytoplasmic processes can reach more than 1000-fold the diameter of the cell body. It has been described in growing axons, growth cones and in mature dendrites, and has been suggested in mature axons (reviewed in Buxbaum *et al.* [15]). Moreover, a subpopulation of mRNAs has been shown to localize to distal neuronal processes [16].

Here we focused on the gliovascular interface and demonstrated for the first time that mRNAs distribution and protein synthesis occur distally in astrocyte perivascular endfeet.

## Results

### Astrocyte mRNAs are distributed in astrocyte perivascular processes and endfeet

We explored the distribution in astrocytes of mRNAs encoding for astrocyte-specific proteins, Aquaporin 4 (Aqp4), a water channel enriched in the perivascular astroglial membrane [17, 18] and the cytoskeletal glial fibrillary acidic protein (GFAP), by performing high-resolution fluorescent *in situ* hybridization (FISH) on brain sections (Figure 1a). Co-immunostaining of GFAP, the main intermediate filament protein in astrocytes, allowed us to simultaneously visualize astrocytes and their processes, including perivascular astrocyte processes (PvAP) and endfeet. Vessel walls were labeled with Isolectin GS-B4 (IB4). Because the FISH procedure includes a mandatory protease digestion, we focused on the hippocampus, in which the GFAP immunolabeling was most preserved. Surprisingly, Aqp4 and GFAP mRNAs were not only present in the astrocyte somata but also scattered in GFAP-labeled processes. Moreover, most of the FISH signals were detected surrounding the IB4-stained vessel surface and at the level of GFAP-labeled fibers abutting vessels, regardless of their diameter. No FISH signal could be detected using the negative control probe against dapB (*Bacillus subtilis* dihydrodipicolinate reductase). These results suggest that astrocyte mRNAs are distributed in distal perivascular processes and endfeet.

### Characterization of the astrocyte endfeet transcriptome

Next, we aimed to characterize the pool of mRNAs present in astrocyte endfeet. In a previous study, we demonstrated that astrocyte endfeet perivascular membranes remain attached to mechanically isolated brain vessels of all sizes, whereas astrocyte cell bodies as well as oligodendrocytes, microglia and neurons (with the exception of few neuronal fibers) are lost during the purification [19]. Thus, we considered whether astrocyte mRNAs detected in endfeet (Figure 1a) would get trapped in the endfeet membranes that remain attached to the vessel walls during brain vessel purification. We tested this hypothesis by performing FISH on purified brain vessels (Figure 1b). Consistent with our hypothesis, discrete points of Aqp4 and GFAP FISH labeling were detected above the vessel surface labeled by IB4, at the level of GFAP-imunolabeled fibers. Thus, the presence of astrocyte mRNAs in purified brain vessels was likely due to the co-purification of perivascular astrocyte membranes left attached to the vessel surface. As these membranes are connected to the vessel surface by the basal lamina (BL), we next reasoned that a mild BL enzymatic digestion might detach them and possibly deplete brain vessels of astrocyte perivascular mRNAs, without altering their structure. Consistently, the uniform Aqp4 immunolabeling present at the surface of purified vessels, demonstrating the presence of perivascular astroglial endfeet membranes, became discontinuous after partial enzymatic BL digestion (Figure 2a). To confirm these results, we performed a western blot analysis of proteins extracted from purified brain vessels that were or were not treated for BL digestion (Figure 2b). It showed that Aqp4 or GFAP levels were strongly decreased upon digestion, in contrast to the level of mural (vascular smooth muscle cells (VSMCs) and pericytes) and endothelial cell proteins, smooth muscle aortic alpha-actin (Acta2) and Claudin 5 (Cldn5), respectively. We next compared by quantitative PCR the level of Aqp4, GFAP, Cldn5 and Acta2 mRNAs in purified undigested and digested brain vessels (Figure 2c). As observed for proteins, the level of astrocytic GFAP and Aqp4 mRNAs was strongly decreased upon BL digestion, while no effect could be detected for Cldn5 and Acta2. Collectively, these results strongly suggest that partial BL digestion removes astrocyte perivascular membranes and specifically depletes brain vessels of astroglial proteins and mRNAs but had no detectable effect on vascular cells (Figure 2d). Thus, the mRNAs most depleted from purified brain vessels upon BL digestion are those that are primarily present in astrocyte endfeet.

To further identify these transcripts, we compared mRNAs extracted from brain vessels purified from 2-month-old C57Bl6 mice, with or without BL enzymatic digestion. Four independent complementary DNA (cDNA) libraries were prepared for each condition (digested and undigested) and hybridized on an Affymetrix Mouse Gene 2.0 Array (Figure 2e). We selected transcripts depleted upon BL digestion with a fold-change (FC) ⩽−2 and a *P-*value ⩽0.05 (Figure 2e and f, Supplementary Table S1). A Gene Ontology (GO) analysis indicated that mRNAs depleted upon partial BL digestion encoded mostly membrane, cytoskeleton and secreted proteins mainly involved in metabolism, homeostasis, signalization, cell adhesion and development (Figure 2g, Supplementary Table S2). Consistent with our previous results, mRNAs encoding for GFAP and Aqp4 were among the markers most significantly depleted upon BL enzymatic digestion, along with other mRNAs encoding for known astroglial-specific proteins such as Connexin43 (Gja1) or Kir4.1 (Kncj10) (Figure 2e, Supplementary Table S1). In contrast, Hes5, Sox9 or Aldh1l1 mRNAs that are specific to astrocytes [20], were not depleted upon BL digestion (Figure 2e, Supplementary Table S1). The level of mRNAs encoding for known enriched markers of endothelial cells, mural cells or potentially expressed by macrophages present in perivascular spaces and neuronal fibers attached to the surface of the purified brain vessels [19], was not or weakly modified upon BL digestion (Figure 2e and f, Supplementary Table S1). Thus, the mRNAs depleted upon BL digestion were those co-purified with astrocyte perivascular membranes and present in astrocyte endfeet. To confirm these results, FISH detection on brain sections as well as purified brain vessels was performed for some of them (Supplementary Figure S1). Importantly, astrocyte endfeet transcripts represented a subset of astrocyte mRNAs. Due to the partial nature of BL digestion and the low sensitivity displayed by microarrays, the transcripts identified here were likely abundant in endfeet. They define the astrocyte endfeet transcriptome.

### Characterization of the astrocyte endfeet ribosomal-bound transcriptome

We then considered whether mRNAs of the astrocyte endfeet transcriptome were also bound to ribosomes in astrocyte endfeet and could potentially be involved in local translational events. We first explored the distribution of ribosomes in astrocytes on adult brain sections of the transgenic mouse strain Aldh1l1-eGFP/Rpl10a (Aldh1l1:L10a-eGFP), in which the ribosomal protein L10a is fused with eGFP and expressed under the control of the Aldh1l1 astrocyte-specific promoter [21] (Figure 3a). We observed that GFP-tagged ribosomes were present not only in astrocyte somata but also in processes labeled with GFAP, including PvAPs and endfeet (Figure 3a). Interestingly, astrocyte ribosomes were also observed at the surface of purified Aldh1l1:L10a-eGFP brain vessels of all types (Figure 3b). Together with our precedent results, these observations suggested the possibility that some endfeet mRNAs were bound to ribosomes. We combined our previously described brain vessel isolation with an astrocyte-specific translating ribosome affinity purification (TRAP) [21, 22] (Figure 3c). Brain vessels were purified from 2-month-old Aldh1l1:L10a-eGFP mice, GFP-tagged ribosomes retained within astrocyte endfeet perivascular membranes were immunoprecipitated, and ribosome-bound mRNAs were extracted. The same TRAP procedure was performed on whole brains to extract whole astrocyte ribosome-bound mRNAs. After reverse-transcription, the cDNA libraries were sequenced (3 ‘whole astrocyte TRAP’ libraries and 6 ‘endfeet TRAP’ libraries), and raw data were analyzed following the flowchart detailed in Figure 3c. 

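Each of the 3 whole astrocyte TRAP libraries came from 1 brain, and each of the 6 endfeet TRAP libraries from brain vessels pooled from 8 mice, all 2 months old. In TRAP, ribosomes that carry a GFP-tagged protein, here L10a, are immunoprecipitated together with the mRNAs attached to them. The authors amplified the polysomal RNA, sequenced it as reads of 50 bp, aligned the reads to the mm10 genome with Bowtie, removed reads that aligned more than once and counted the remaining reads with HTSeq-count. The deposited values are raw counts for 75466 Ensembl transcripts in each library, without normalization. Of these transcripts, 73164 (96.95%) were matched to 22092 named genes of the GENCODE M21 annotation of the same genome build, and they held between 98.31% and 98.57% of the counts of each library. A read was counted on every transcript of a gene that it overlapped, so that the sum over transcripts was between 2.06 and 2.19 times the sum over genes. Each gene was therefore represented by its transcript with the highest CPM summed over the 9 libraries. The total of gene counts ranged from 35984144 to 43521208 (median 36040873) in whole astrocyte TRAP and from 2319495 to 13450588 (median 10664140) in endfeet TRAP. A floor of 3 counts stood for 0.0689 to 0.0834 CPM in whole astrocyte libraries and for 0.223 to 1.29 CPM in endfeet libraries, and covers counting error only, since amplified reads are not independent molecules. At least 1 count was found for 16084 to 16448 genes in whole astrocyte libraries and for 12725 to 15399 genes in endfeet libraries. Groups were compared with edgeR's quasi-likelihood test after TMM normalization over the 14427 genes kept by its filter on low counts. Counts of single genes are given as mean ± SD after division by DESeq2 size factors.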

The reads were first aligned against the *Mus musculus* genome to identify the corresponding genes. The raw lists were then refined to keep mRNAs with more than 50 reads and exon coverage ⩾80% in order to only select complete mRNAs representing potential translational events. 

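The mean normalized count was above 50 for 10990 of the 22092 genes in whole astrocyte TRAP and for 12198 genes in endfeet TRAP. Both lists shared 10319 genes, while 1879 genes were above 50 in endfeet TRAP only and 671 in whole astrocyte TRAP only. In single libraries, 12473 to 12859 genes had more than 50 raw counts in whole astrocyte TRAP and 6492 to 12282 genes in endfeet TRAP. Exon coverage was not computed, since counts per transcript hold no positions of reads, so these lists apply the criterion on reads and not the criterion on exon coverage of 80%. The threshold moved the number of shared genes most, to 3410 when a mean of more than 500 was required.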

Since all endfeet transcripts should be sequenced in whole astrocytes, only transcripts present in both lists were further considered (Supplementary Table S3). Importantly, most mRNAs encoding for known enriched markers of endothelial cells, mural cells, oligodendrocytes, neurons or microglia/macrophages were absent from this refined list, in contrast to mRNAs encoding for known astroglial-specific proteins such as Connexin43 (Gja1), GFAP or Aqp4 [20] (Figure 3c, Supplementary Table S3). 

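The mean normalized count in endfeet TRAP was above 50 for 6 of 7 mRNAs of other cell types named in Figure 3c, and 1 of them, Pdgfrb, was above 50 in both groups. The endothelial mRNA Cldn5 (chromosome 16, 18776847 to 18778262 in mm10) had 3418 ± 2025 normalized counts (SD, n = 6) in endfeet TRAP and 5.35 ± 4.24 (SD, n = 3) in whole astrocyte TRAP, a log2 fold change of 9.32 (SE 0.873, adjusted p = 4.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ocln, also endothelial, had 1931 ± 883 counts against 18.4 ± 8.27. The mural mRNAs Acta2 and Pdgfrb had 8672 ± 2050 and 2539 ± 753 counts in endfeet TRAP against 49.3 ± 7.15 and 102 ± 10.1 in whole astrocyte TRAP, and the microglial mRNAs Cx3cr1 and Itgam had 234 ± 211 and 119.3 ± 112 against 11.7 ± 4.12 and 13.1 ± 2.83. The difference of Itgam did not pass the threshold in edgeR (adjusted p = 0.061), but passed it with DESeq2's Wald test with and without its prior (adjusted p = 0.00511 and 0.00503), in edgeR without endfeet library 1 or 6 (adjusted p = 0.014 and 0.0271) and with limma voom (adjusted p = 0.00646), chosen after the values were seen. The neuronal mRNA Tubb3 was lower in endfeet TRAP, with 27.2 ± 22.2 counts against 218 ± 19.9, a difference that did not pass the threshold without whole astrocyte library 2 (adjusted p = 0.058 in edgeR). The mRNAs of Gja1, Gfap and Aqp4 were above 50 in each of the 9 libraries, with 6025 ± 2641, 11379 ± 5401 and 20429 ± 8746 counts in endfeet TRAP and 5987 ± 524, 16267 ± 762 and 6348 ± 1112 in whole astrocyte TRAP. Lists of marker genes were also scored in each library by the mean over genes of log2(CPM + 1). In each of the 6 endfeet libraries, the scores of endothelial cells, mural cells, fibroblasts and microglia and macrophages were above those of every whole astrocyte library, by 7.02, 5.63, 3.75 and 2.60 on average. The scores of neurons, oligodendrocytes and astrocytes (genes outside the endfeetome) were below, by an average difference of -0.90, -1.07 and -2.19. Each difference had a two-sided exact permutation p = 0.0119 over the 84 splits of the 9 libraries, the smallest that these splits allow, and 0.0131 after Benjamini-Hochberg adjustment over 11 lists. A pseudocount of 0.1 CPM in place of 1 moved the endothelial difference most, to 8.47. The oligodendrocyte score no longer passed the threshold with only genes that had at least 10 counts in every library (-0.20, two-sided exact permutation, adjusted p = 0.406) or with medians over genes (-1.06).

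**Figure D1:**
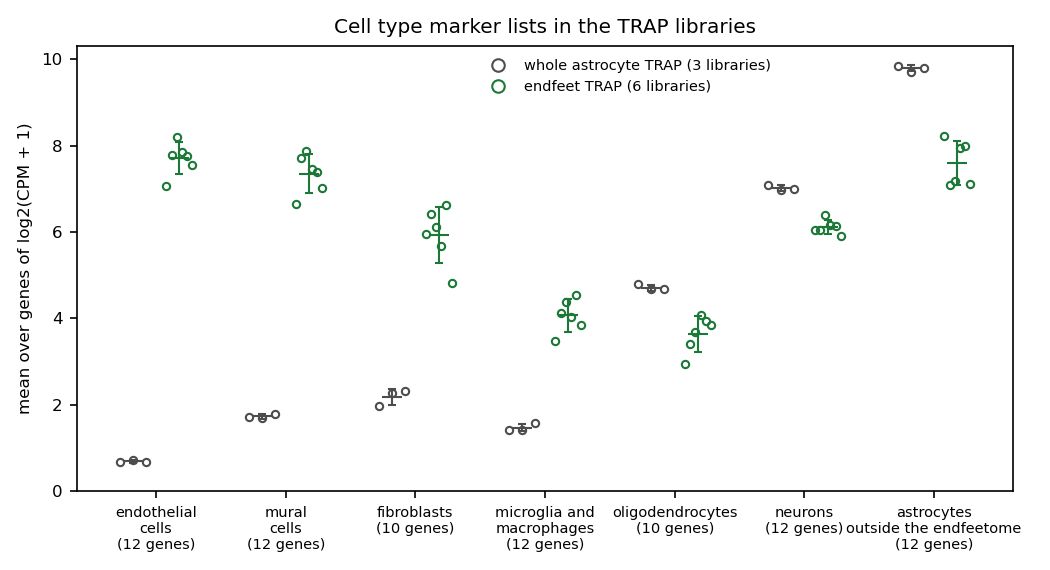
Scores of 7 cell type marker lists (mean over genes of log2(CPM + 1), vertical axis) in the 3 whole astrocyte TRAP libraries (gray) and the 6 endfeet TRAP libraries (green). Points are libraries, and bars give the mean and the SD. Endothelial scores lie between 7.08 and 8.20 in endfeet TRAP and between 0.66 and 0.72 in whole astrocyte TRAP, while astrocyte scores lie between 7.10 and 8.24 and between 9.72 and 9.86.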

As previously found in the endfeet transcriptome, mRNAs encoding for Hes5, Sox9 or Aldh1l1 were not present in endfeet (Figure 3c, Supplementary Table S3). Similarly to the endfeet transcriptome, GO analysis revealed that the extracellular and membrane compartments were the most highly enriched ‘cellular component’ pathways in the endfeet-TRAP list and immune processes and cell adhesion were the most enriched ‘biological process’ pathways, suggesting for segregation of specific ribosome-bound mRNAs in endfeet (Figure 3d, Supplementary Table S4). 

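All 3 mRNAs were lower in each endfeet TRAP library than in each whole astrocyte TRAP library. Hes5 (chromosome 4, 154960923 to 154962371 in mm10) had 46.6 ± 64.0 normalized counts (SD, n = 6) in endfeet TRAP and 1075 ± 111 (SD, n = 3) in whole astrocyte TRAP, a log2 fold change of -4.54 (SE 0.886, adjusted p = 0.0015 from edgeR's quasi-likelihood test). The raw counts of Hes5 in endfeet libraries 1 to 6 were 70, 22, 20, 51, 8 and 0. Sox9 (chromosome 11, 112782224 to 112787760) had 1066 ± 686 counts against 10285 ± 885, with a log2 fold change of -3.27 (SE 0.424, adjusted p = 7.1e-05 in edgeR). Aldh1l1 (chromosome 6, 90486427 to 90600203) had 639 ± 358 counts against 3286 ± 176, with a log2 fold change of -2.38 (SE 0.433, adjusted p = 9.4e-04 in edgeR). Sox9 and Aldh1l1 had more than 50 raw counts in 6 of 6 endfeet libraries and Hes5 in 2, and the mean normalized count in endfeet TRAP was above 50 for Sox9 and Aldh1l1 and below it for Hes5.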

We then considered the ribosomal status of the endfeet transcriptome combining it with the whole astrocyte and endfeet TRAP lists (Figure 3c). 

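Of the 337 entries of Supplementary Table S1, 274 were matched by name to 270 genes with counts. The 63 others included 27 microRNAs and 16 entries without a name. The mean normalized count was above 50 for 231 of the 270 genes in endfeet TRAP and for 120 in whole astrocyte TRAP, and all 120 were above 50 in both groups. The 28 mRNAs of the endfeetome were among them, and 92 others were not in the endfeetome. With a threshold of 500 in place of 50, 45 genes remained. Of the 254 genes that could be tested, 154 (60.6%) were higher in endfeet TRAP, 16 were lower and 84 did not pass the threshold of edgeR's quasi-likelihood test (adjusted p of at most 0.05). Their median log2 fold change was 3.24, against 0.10 for all tested genes. None of 10000 random lists of as many genes, matched on mean expression, reached this median, and the highest median among them was 0.69. The genes of Supplementary Table S1 were selected from purified vessels, so higher values in a vessel preparation than in whole brains were likely in advance. Any cell type that comes with the vessels would give the same pattern, and 8 of 11 ependymal marker genes are in the list. The random lists ignore cell origin, so they do not test localization in endfeet. Among the 120 genes above 50 in both groups, 61 were higher, 16 were lower and 43 did not pass the threshold.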

Among the 310 mRNAs of the endfeet transcriptome, 28 that mainly encoded for secreted and membranous proteins were present in the endfeet-TRAP list, thus possibly bound to ribosomes. We defined this list as the endfeetome (Figure 4a). 

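By the paper's rule, applied to edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 14427 genes, 16 of the 28 mRNAs were enriched in endfeet TRAP, 9 were equally detected and 3 were enriched in whole astrocyte TRAP. Among the 16, log2 fold changes ranged from 1.07 to 5.23 with a median of 3.65. The largest was that of Itih5 (chromosome 2, 10153571 to 10256529 in mm10), with 16890 ± 2816 normalized counts (SD, n = 6) in endfeet TRAP and 446 ± 67.0 (SD, n = 3) in whole astrocyte TRAP (log2 fold change 5.23, SE 0.314, adjusted p = 1.8e-07 in edgeR). Dcn, Plat, Myoc and Spock2 followed, with log2 fold changes of 4.88, 4.84, 4.76 and 4.62. Fmod, Slc22a6, Slc7a5 and Serpind1 had 3.94, 3.84, 3.70 and 3.59, and Ptprz1, Gjb2, Cpe, Agt and Rarres2 had 2.29, 2.07, 2.06, 2.04 and 1.95. Aqp4 (chromosome 18, 15389496 to 15410982) rose from 6348 ± 1112 to 20429 ± 8746 counts, a log2 fold change of 1.67 (SE 0.406, adjusted p = 0.0064 in edgeR). The smallest change was that of Kcnj10 (log2 fold change 1.07, SE 0.349, adjusted p = 0.031 in edgeR), which lost its call when the replicate number was added as a block, without the filter on low counts, with endfeet libraries 4 to 6 only, and in 5 of the 9 fits that each left out 1 library. In 14 of the 16 mRNAs each endfeet library was above each whole astrocyte library, the others being Kcnj10 and Agt. The 9 mRNAs equally detected were Slc1a2, Gpm6b, Scg3, Gja1, Mlc1, Gpr37l1, Ivns1abp, Ntsr2 and Gfap, with log2 fold changes between -0.53 and 0.93 and adjusted p between 0.08 and 0.989 in edgeR. Among them, Ntsr2 had -0.51 (SE 0.323, adjusted p = 0.24) and Gfap -0.53 (SE 0.398, adjusted p = 0.33). Under some alternatives Slc1a2, Gpm6b and Mlc1 passed the threshold as higher in endfeet TRAP, Gpm6b with endfeet libraries 4 to 6 only (adjusted p = 0.0283 in edgeR) and with limma voom (adjusted p = 0.0179). Gfap passed it as lower with limma voom (log2 fold change -0.61, adjusted p = 0.0211). Ivns1abp was higher in endfeet library 1 than in the other 5 endfeet libraries. The 3 enriched in whole astrocyte TRAP were Slc25a18, Aldh1a1 and Hepacam, with log2 fold changes of -3.50, -2.24 and -2.09, and each endfeet library was below each whole astrocyte library for all 3. Replicates numbered alike in the labels of both groups did not deviate together from their group means, with a mean correlation across genes of 0.0153 for the 3 same-numbered pairs and -0.00358 for 6 pairs with different numbers. With the replicate number taken from the labels as a block, 15 mRNAs were enriched in endfeet TRAP, 10 were equally detected and 3 were enriched in whole astrocyte TRAP. Endfeet libraries 4 to 6 have no whole astrocyte library of the same number. The block therefore compares endfeet libraries 1 to 3 with the 3 whole astrocyte libraries, and calls lost under it may reflect fewer libraries. DESeq2's Wald test, from the package the paper used, gave 17, 8 and 3 both with and without its prior. Limma voom with a weight for each group, chosen after the values were seen, gave 19, 5 and 4. The score of the 16 mRNAs, as the mean of log2(CPM + 1), was higher in endfeet TRAP by 3.13 in 6 of 6 libraries, and those of the endothelial, mural and fibroblast marker lists by 7.02, 5.63 and 3.75. From these categories, the paper proposes that mRNAs enriched in the whole astrocyte lists are more abundant in the soma and that those enriched in the endfeet TRAP lists are more abundant in the endfeet.

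**Figure D2:**
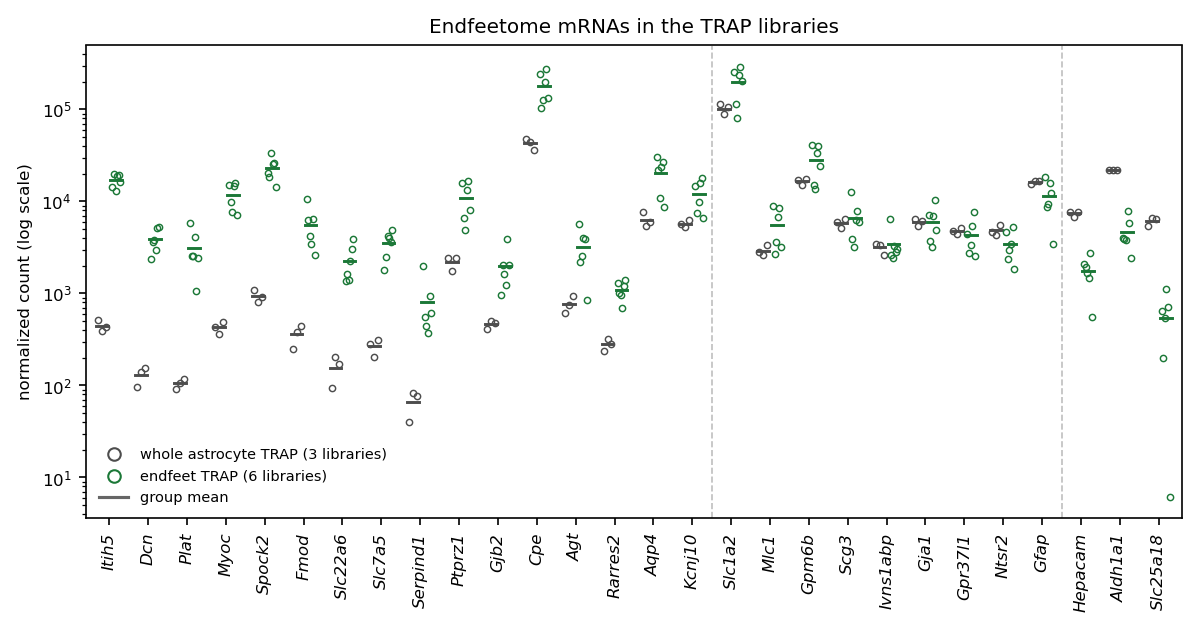
Normalized counts (vertical axis, log scale) of the 28 endfeetome mRNAs (horizontal axis, ordered by log2 fold change) in the 3 whole astrocyte TRAP libraries (gray) and the 6 endfeet TRAP libraries (green). Points are libraries and short bars are group means, and dashed lines part the 16 mRNAs enriched in endfeet TRAP, the 9 equally detected and the 3 enriched in whole astrocyte TRAP.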

Among these transcripts, 7 were equally detected in whole astrocytes and in endfeet TRAP lists (*P*_adj_>0.05); 5 were enriched in the whole astrocyte compared to the endfeet TRAP lists (log_10_ FC<0, *P*_adj_⩽0.05) thus potentially more abundant in the astrocyte soma; 16 were enriched in the endfeet TRAP lists compared to whole astrocytes (log_10_ FC⩾0, *P*_adj_⩽0.05) and were thus likely more abundant in the endfeet. This last category might represent the most abundant and most translated endfeet mRNAs. 

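The mean normalized counts of the 16 mRNAs in endfeet TRAP ranged from 816 for Serpind1 to 180121 for Cpe, with a median of 4748. Ranked by this mean among all genes, they lay between position 3 (Cpe) and position 3567 (Serpind1) in endfeet TRAP, with a median position of 423, and 12 of them were among the first 1000 genes. In whole astrocyte TRAP their median position was 5298, and 3 of them were among the first 1000. The 9 mRNAs equally detected had a median position of 270 in endfeet TRAP and of 278 in whole astrocyte TRAP, and all 9 were among the first 1000 in both groups. Slc1a2 was at position 2 in endfeet TRAP with 197430 ± 82640 counts (SD, n = 6), a mean larger than that of each of the 16. Counts were not divided by transcript length, so positions compare numbers of reads and not numbers of molecules.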

The presence of some of these mRNAs in the endfeet was further confirmed by performing high-resolution FISH on brain sections (Figure 4b). As already shown for Aqp4 and GFAP mRNAs (Figure 1a), Agt, Ptprz1, Hepacam or Gpr37l1 mRNAs were detected in most hippocampal astrocytes as discrete fluorescent points in the soma and along GFAP-immunolabeled PvAPs and endfeet surrounding IB4-stained vessels.

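By the localization given in Figure 4a, 9 of the 28 endfeetome mRNAs encode secreted proteins, 15 membrane proteins and 4 intracellular proteins. The 16 mRNAs enriched in endfeet TRAP comprised 8 of the 9 mRNAs of secreted proteins, 7 of the 15 of membrane proteins and 1 of the 4 of intracellular proteins. Median log2 fold changes were 4.62 for secreted, 0.93 for membrane and -0.22 for intracellular proteins. Scg3 was the only mRNA of a secreted protein that was not enriched (log2 fold change 0.16, SE 0.372, adjusted p = 0.78 in edgeR). Compartments were not compared by a test.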

Here we describe a pool of ribosome-bound mRNAs abundant in astrocyte perivascular endfeet that primarily encode for membrane and secreted proteins.

### Protein translation occurs in astrocyte endfeet

The identification of ribosome-bound mRNAs in astrocyte endfeet strongly suggests that protein translation occurs on site. To detect protein translation in astrocyte endfeet, we combined brain vessel co-purification of astrocyte perivascular endfeet with the Click-iT HPG (Homoproparglyglycine) protein synthesis assay (Figure 5a). HPG is an amino-acid analog of methionine containing an alkyne moiety detectable by ligation with an Alexa Fluor azide when incorporated in nascent proteins [23]. Incubation of purified brain vessels during 1 h with HPG resulted in an intense signal in these vessels. Strikingly, perivascular areas at the level of astrocytic endfeet were also labeled. No signal was observed in vessels pretreated with cycloheximide (CHX), an inhibitor of protein synthesis, or when HPG was replaced by methionine. Thus, we here detected nascent protein translation in astrocyte endfeet.

Next, we reasoned that inhibiting protein synthesis in endfeet separated from the astrocyte somata might result in the rapid decrease of astrocyte-specific markers of the endfeetome exhibiting a short half-life. Cx43 (Gja1) life cycle is known as a dynamic process. It has been invariably measured around 1.5–5 h regardless of the cell type, leading to the rapid turnover of gap junction plaques [24–26]. In contrast, the half-life of Aqp4 would be >8 h [27] and >24 h for Glt1 (Slc1a2) [28]. We compared the level of these proteins on western blot of proteins extracted from brain vessel-associated endfeet treated or untreated with CHX for 6 h (Figure 5b). Histone 3 that has a half-life of several days [29] served as the loading control. Interestingly, although Aqp4 and Glt1 showed the same level in both conditions, Cx43 decreased by half upon CHX treatment, suggesting that translation in astrocyte endfeet sustains the rapid turnover of Cx43.

Finally, we expected proteins of the endfeetome to locate in the astrocyte endfeet. We tested this hypothesis performing immunodetection on purified brain vessels focusing on membrane endfeetome components (Figure 5c). Astrocyte endfeet were immunolabeled for GFAP in parallel, and the vessel surface was stained with IB4. Aqp4, Glt1 (Slc1a2) and Kir4.1 (Kcnj10) form a uniform labeling corresponding to the perivascular endfeet membranes. A classical punctiform gap junction perivascular signal was observed for Cx26 (Gjb2) and Cx43 (Gja1). Hepacam labeling was also linear around vessels in areas that might correspond to endfeet membrane contacts [30]. Thus, these results demonstrate the occurrence of translation as well as the presence of proteins from the endfeetome in astrocyte endfeet.

### Subcellular organization of astrocyte PvAPs and endfeet suggests for local maturation and sorting

Most secreted or integral plasma membrane proteins undergo folding and maturation processes in the endoplasmic reticulum (ER) and the Golgi apparatus (GA) before reaching their final destination. The presence of ribosome-bound mRNAs encoding for such proteins in the astrocyte endfeet suggested that alternative maturation and secretory routes distal to the soma might be present in the endfeet. To address this question, we performed a transmission electron microscopy (TEM) study that focused on the astrocyte endfeet surrounding 5- to 20-μm-diameter vessels in the adult mouse cortices (*n*=78 in three mice). Remarkably, large networks of flattened *cisternae* with wavy membranes and clear lumen typical of the ER were systematically observed in the endfeet (89±12%) (Figure 6). These membranes often ran in parallel and close to the endfeet perivascular plasma membrane. ER membranes fully covered with ribosomes (thus, rough endoplasmic reticulum (RER)) were observed in 20±14% of the endfeet (Figure 6a). In 52±22% of the endfeet, SER devoid of ribosomes was present (Figure 6b). Finally, tubules of SER with few associated ribosomes were observed in 57±5% of the endfeet (Figure 6c). Compared to the abundance of ER, stacks of GA *cisternae* immunolabeled by the *cis*-GA marker GM130 and surrounded by numerous vesicles were present in few endfeet (6±4%) (Figure 7a and b). To characterize the global morphology of GA in the astrocyte PvAPs and endfeet, we developed an immunohistological approach combined with confocal microscopy (Figure 7c and d). GA was labeled for GM130 and astrocyte processes and endfeet were labeled for GFAP. Vessels were counterstained with IB4. We restricted our analysis to PvAPs surrounding vessels measuring 5–20 μm in diameter in the cortices of adult mouse brains (*n*=44 in four mice). A three-dimensional reconstruction and calculation of the PvAP length were performed [31]. For each analyzed astrocyte, the center of the nucleus was used as the starting point to calculate the lengths of PvAPs and GA processes. Only continuously GFAP-labeled PvAPs were considered. Surprisingly, in contrast to its typical central or perinuclear distribution, the GAs in these astrocytes were ramified in PvAPs in 72% of the cells; they were either continuous, or they formed detached GM130-labeled GA outposts (GOPs) (Figure 7c). In some astrocytes, the GA was ramified in several GFAP-labeled processes (Figure 7d). When the GA formed GOPs in PvAPs, the last one was considered to be the end of the GA branch. The length of the PvAPs containing the GA (21.9±5.7 μm) did not differ from that of the PvAPs without the GA (26.1±6.2 μm). In addition, when it was present in the PvAPs, the GA extended from the nucleus up to 12.3±3.7 μm, thus covering 58±20% of the PvAP length and reaching endfeet in 7% of the cells, as previously observed by TEM. Altogether, these data demonstrate that protein maturation and secretory organelles are present in PvAPs and astrocyte endfeet, which strongly suggests the existence of soma-independent routes for protein trafficking in PvAPs.

## Discussion

Until now, the proteins required for astrocyte functions encoded by nuclear genes were thought to be produced exclusively in the soma. Our observation of ribosome-bound mRNAs in perivascular endfeet together with the detection of nascent proteins and the presence of organelles for protein maturation and sorting demonstrated for the first time that astrocytes organize distal translation for a subset of mRNAs at the vascular interface and strongly suggested for local protein maturation (Figure 8).

Our approach to identify mRNAs present in astrocyte endfeet was based on the co-purification of astrocyte endfeet membranes attached to the surface of brain vessels [19]. These membranes retained mRNAs present in the endfeet. We set a BL-digestion procedure to allow the removal of these membranes. Importantly, a total BL digestion would have resulted not only in the loss of astrocyte endfeet but also of mural cells embedded in the BL. Hence, we only performed a partial BL digestion. Under these conditions, the level of known mural- and endothelial-specific or enriched mRNAs and proteins was not affected indicating that digestion had no noticeable effect on these cells. In contrast, some known astrocyte-specific or -enriched mRNAs and proteins were strongly depleted indicating the diminution of astroglial material. This result allowed us to develop a subtractive strategy comparing purified brain vessels submitted or not to BL digestion to identify mRNAs present in astrocyte endfeet. Importantly, the use of partial BL digestion combined with the low sensitivity of the microarray likely resulted in the exclusion of transcripts present only in low abundance in endfeet compared to the vascular cells. Finally, our study indicated that some of the known astrocyte-specific mRNAs, such as Hes5, Sox9 or Aldh1l1, were not present in endfeet, suggesting that the distribution of mRNAs in endfeet is selective and defines another level of astrocyte polarization at the vascular interface.

Seeking for the translational status of endfeet mRNAs ribosomal-bound profile of endfeet mRNAs, we noticed that some mRNAs identified in the endfeet transcriptome were absent in the TRAP libraries, suggesting that they might be abundant in endfeet but not or weakly translated. This was the case for Lcn2, encoding the Neutrophil Gelatinase-Associated Lipocalin (NGAL or Lipocalin 2) [32], one of the most depleted mRNAs upon BL digestion, which was not extracted by TRAP. This result suggested that Lcn2 mRNAs in endfeet may stay in a likely dormant and translationally repressed state in astrocyte endfeet. 

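Among the 270 genes of the endfeet transcriptome with counts, the mean normalized count in endfeet TRAP was 50 or less for 39, of which 5 had no count in any of the 6 endfeet libraries. The other 231 were above 50 in endfeet TRAP, and 111 of these were not above 50 in whole astrocyte TRAP. In the smallest endfeet library 1 count was worth 6.18 normalized counts, so that low mRNAs were least detectable there.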

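Lcn2 (chromosome 2, 32384633 to 32388252 in mm10) had 232, 126, 849, 78, 281 and 0 raw counts in endfeet TRAP libraries 1 to 6 and 0, 1 and 6 in whole astrocyte TRAP libraries 1 to 3. Endfeet library 6, the one without a count, also had the fewest counts in total, 2319495, and its floor of 3 counts stood for 1.29 CPM. The mean normalized count was 300.4 ± 280 (SD, n = 6) in endfeet TRAP and 0.668 ± 0.880 (SD, n = 3) in whole astrocyte TRAP, a log2 fold change of 8.59 (SE 1.76, adjusted p = 0.0022 from edgeR's quasi-likelihood test). Lcn2 was at position 7057 of all genes by its mean in endfeet TRAP. With each library left out in turn, the log2 fold change stayed between 8.10 and 10.13. Exon coverage of Lcn2 was not computed. The endothelial mRNA Cldn5 likewise had 3418 normalized counts in endfeet TRAP and 5.35 in whole astrocyte TRAP. The mRNA mt-Nd5, which mitochondrial ribosomes without L10a translate, had 15903 and 87.4. The counts of Lcn2 therefore cannot tell mRNA bound to tagged ribosomes from RNA carried over in the vessel preparation.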

Considering that mRNA transport to distal parts requires high levels of energy, this pool of mRNAs in astrocytes may play a specific role and serve as a local supply that is easily reactivated upon specific conditions, such as neuroinflammation in the case of Lcn2 [33].

Interestingly, the endfeet transcriptome and endfeetome were mostly composed of secreted or plasma membrane proteins, highlighting the fact that mRNAs distribution and translation are compartmentalized in astrocytes. Among the endfeetome, we found molecules already known to control cerebrovascular functions such as Cx43 (Gja1), which is implicated in BBB immune quiescence [8, 34], Agt, which plays a role in BBB integrity [35], or Aqp4, Kir4.1 (Kncj10), Hepacam and Mlc1, which are all involved in perivascular homeostasis [13, 30, 36]. 

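Gja1 (chromosome 10, 56377330 to 56402513 in mm10) had 6025 ± 2641 normalized counts (SD, n = 6) in endfeet TRAP and 5987 ± 524 (SD, n = 3) in whole astrocyte TRAP, a difference smaller than the spread between endfeet libraries (log2 fold change -0.0073, SE 0.344, adjusted p = 0.989 from edgeR's quasi-likelihood test), and its sign changed with the normalization. Mlc1 had 5580 ± 2767 against 2913 ± 404 and did not pass the threshold (log2 fold change 0.92, adjusted p = 0.096 in edgeR), though it did without endfeet library 2 or 6 (adjusted p = 0.0416 and 0.0477 in edgeR) and with limma voom, chosen after the values were seen (adjusted p = 0.0103). Agt rose from 769 ± 167 to 3193 ± 1685 counts (log2 fold change 2.04, adjusted p = 0.0067 in edgeR) and was higher than in all whole astrocyte libraries in 5 of 6 endfeet libraries. Kcnj10 had 12083 ± 4692 counts against 5727 ± 517, with 5 of 6 endfeet libraries above all whole astrocyte libraries. Hepacam fell from 7403 ± 517 to 1742 ± 732 counts (log2 fold change -2.09, SE 0.365, adjusted p = 7.0e-04 in edgeR), and endfeet library 6 had a lower value than the other 5.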

Their presence strongly suggested that the endfeetome represents important astroglial functions for the regulation of the brain vascular physiology. Overall, a quite novel molecular landscape emerged from this study at the astrocyte–gliovascular interface, which might reveal new fundamental aspects of the gliovascular physiology.

Another crucial point raised by our study is the observation of the ER and GA in the PvAPs and endfeet. Structures known as ribosome-associated contacts with the plasma membrane have been described in rodent and human astrocyte processes [37]. However, to our knowledge, our results are the first demonstration that these organelles ramify in astrocyte perivascular processes *in vivo*. We systematically observed ER in astrocyte endfeet, suggesting that it may form a continuous endomembrane extending from the soma to the endfeet. The ER was complex, with areas containing either SER or RER or both. SER could also be associated with only few ribosomes. The functional relevance of this complexity is an open question. ER not only ensures the proper conformational maturation of nascent proteins but also organizes lipid synthesis. Notably, we observed contact sites between the ER and the astrocyte endfeet plasma membranes (Supplementary Figure S2), suggesting that direct non-vesicular lipid transfer through the ER may sustain endfeet membrane dynamics, as recently found in neurons [38]. The ER is also a dynamic Ca^2+^ reservoir and an indispensable Ca^2+^ source for fast physiological signaling [39]. Thus, the ER in astrocyte endfeet may sustain Ca^2+^-evoked responses [40, 41] and control neurovascular coupling [42] or Ca^2+^-dependent gliotransmission to nearby synapses, as discussed below [43]. Finally, the ER interacts physically with mitochondria, which form continuous networks in endfeet [5] and might thus regulate mitochondrial Ca^2+^ homeostasis [44]. In contrast to the ER, the GA rarely reached the endfeet and was either continuous or formed detached outposts (GOPs), which suggested for local protein secretion. The GA was labeled by GM130, a protein that connects the *cis* medial and *trans* GA compartments together [45]. Consistently, the GA observed by TEM displayed a classical multi stack structure, while not ruling out the existence of single GA compartments. The presence of GA in PvAPs was not systematic, likely illustrating specificities among astrocytes. Altogether, our observation of ER and GA structures in PvAPs and astrocyte endfeet and the identification of local translation in endfeet strongly suggest that local routes for protein transport using local ER and GA may coexist with the canonical soma to endfoot route.

Our TEM study eventually led us to observe numerous synaptic elements (pre- and postsynaptic) in close vicinity to the perivascular endfeet (Figure 9). The tight coupling between astrocyte, vascular and neuronal activities has already been well described. Neuronal activity and energy supply by astrocytes are tuned together [46]. Control of water fluxes and extracellular space volume by astrocytes modifies synaptic activity; [47] astrocytes regulate neurovascular coupling [48], likely at the process level [42], and they secrete gliotransmitter modulating synaptic activity [49]. The close proximity of some synapses to astrocyte endfeet strongly suggests that astrocyte, neuronal and vascular activities can be integrated in both space and time. Consequently, local protein synthesis in endfeet might be dedicated to both gliovascular and neuroglial interactions. For instance, within the endfeetome, Myocilin [50, 51], Ptprz1 [52], the tissue plasminogen activator (tPA) [53] and the proteoglycan testican-2 (Spock2) [54] have all been shown to regulate neuronal architecture. 

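In endfeet TRAP, Myoc had 11728 ± 3960 normalized counts, Ptprz1 10930 ± 5072, Plat 3082 ± 1640 and Spock2 23125 ± 6888 (SD, n = 6). In whole astrocyte TRAP, the same mRNAs had 429 ± 62.9, 2208 ± 404, 106 ± 13.3 and 932 ± 139 counts (SD, n = 3). Log2 fold changes were 4.76 (SE 0.402), 2.29 (SE 0.426), 4.84 (SE 0.542) and 4.62 (SE 0.373), with adjusted p of 2.2e-06, 0.0011, 2.3e-05 and 1.5e-06 from edgeR's quasi-likelihood test. All 6 endfeet libraries were above all 3 whole astrocyte libraries for each of the 4 mRNAs. Leaving out each library in turn kept the adjusted p in edgeR at or below 0.011 for all 4.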

The solute carriers Slc1a2 and Slc25a18 both promote glutamate transport at the plasma membrane and in the inner mitochondrial membrane respectively and might work in concert to regulate extra-synaptic level of glutamate and astrocyte energetic [55].

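Slc1a2 (chromosome 2, 102658659 to 102790784 in mm10) had 197430 ± 82640 normalized counts (SD, n = 6) in endfeet TRAP and 102271 ± 12818 (SD, n = 3) in whole astrocyte TRAP, a log2 fold change of 0.93 (SE 0.387, adjusted p = 0.080 from edgeR's quasi-likelihood test). Slc1a2 passed the threshold with DESeq2's Wald test (adjusted p = 0.0455), and in edgeR with the library series as a covariate (log2 fold change 1.24, adjusted p = 0.0359), with endfeet libraries 4 to 6 only (adjusted p = 0.00804) and without endfeet library 2 or 3 (adjusted p = 0.0451 and 0.0285). It also passed with limma voom (adjusted p = 0.00431), chosen after the values were seen. Among the edgeR alternatives that did not pass were the replicate number as a block (log2 fold change 0.38, adjusted p = 0.52) and no filter on low counts (adjusted p = 0.104). Fits without 1 of the other libraries did not pass either (adjusted p up to 0.246 in edgeR). All whole astrocyte libraries share the series of endfeet libraries 4 to 6, so the covariate and these libraries alone test the same contrast. Slc25a18 (chromosome 6, 120773578 to 120794336) fell from 6118 ± 674 to 536 ± 396 counts, a log2 fold change of -3.50 (SE 0.715, adjusted p = 0.0021 in edgeR), and each endfeet library was below each whole astrocyte library.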

Here we demonstrate that astrocytes organize protein synthesis at the vascular interface. We characterize abundant ribosome-bound transcripts in endfeet that might constitute novel astroglial pathways regulating gliovascular interactions. Finally, we describe protein maturation and secretion organelles in astrocyte perivascular endfeet. Which mechanism(s) are involved in the transport of mRNAs to PvAPs and endfeet for translation, how this transport is regulated and whether the use of routes for protein transport is plastic and adapts to specific signals are the next outstanding questions raised by our results. Spatiotemporal regulation of protein synthesis is a general mechanism to regulate homeostasis and plasticity. Astrocyte endfeet are interfacing vessels and neurons, and control mechanisms such as BBB integrity, basal lamina composition, immune quiescence and vessel contractility, as well as neuronal activity by funneling among others extracellular potassium and glutamate [4, 7]. These functions might well be controlled by local RNA synthesis at the endfeet, as suggested by the local translation of Aqp4, Kir4.1 and Glt-1, which are key regulators of the perivascular and neuronal homeostasis [56, 57]. Local translation in astrocyte endfeet might also be involved in neurological disorders as demonstrated in neurons in the case of X-fragile syndrome [58], amyotrophic lateral sclerosis [59, 60] or spinal muscular atrophy [61, 62].

Based on the present study, we propose that local protein synthesis may organize a spatially controlled protein delivery in astroglial perivascular endfeet thereby maintaining the polarized functions of astrocytes at the vascular interface. Importantly, the existence of local protein translation and maturation in astroglial perivascular processes conceptually changes the way we think about local astrocyte-vascular signalling. As biochemical compartmentalization supports structural cellular polarization, we propose that the synthesis of a specific molecular repertoire in astrocyte perivascular processes might contribute to the astrocyte polarized functions at the vascular interface.

## Materials and Methods

### Mice

Tg(Aldh1l1-eGFP/Rpl10a) JD130Htz (MGI: 5496674) (Aldhl1:L10a-eGFP) were obtained from the laboratory of Nathaniel Heintz (Rockefeller University, NY, USA) and kept in pathogen-free conditions. This mouse strain has been generated by bacterial artificial chromosome (BAC) transgenesis [21, 63]. Genotyping protocol is described in the bacTRAP project web site: www.bactrap.org*. C57BL6* mice were purchased from Janvier Labs (France) and kept in pathogen-free conditions.

### Antibodies

See Supplementary Table S5 for antibodies references and applications.

### Study approval

Experiments and techniques reported here complied with the ethical rules of the French agency for animal experimentation.

### Isolation of brain vessels

Mechanical purification of brain vessels from 2-month-old mice was performed as previously described [19]. A volume of 100 μl ml^−1^ cycloheximide was added to all buffers when using Aldhl1:L10a-eGFP mice (see below). Brain vessels submitted to basal lamina digestion were obtained replacing brain mechanical homogenization by a 45 min digestion with DNAseI (Sigma, St Louis, MO, USA) (20 U ml^−1^) and Liberase DL (Dispase Low, Sigma; 37.5 μg ml^−1^) in HBSS (Life Technology) at 37 °C.

### High-resolution fluorescent *in situ* hybridization by RNAscope (FISH by RNAscope)

FISH was performed on frozen brain sections or purified brain vessels immobilized on a glass slide coated with Cell Tak (Corning, Corning, NY, USA), following the RNAscope procedures (Advanced Cell Diagnostics, Inc., Newark, CA, USA). Hybridization of a probe against the *Bacillus subtilis* dihydrodipicolinate reductase (dapB) gene was used as negative control. At least three independent experiments have been performed and imaged. The probe list is given in the Supplementary Informations.

### Click-iT HPG Alexa Fluor Protein synthesis assay

Mechanically purified brain vessels from four 2-month-old C57BL6 [19] were resuspended in methionine-free DMEM (Thermo Fisher, Waltham, MA, USA) with Homoproparglyglycine (HPG), RNAse inhibitors (Thermo Fisher) and EDTA-free protease inhibitors (Roche, Boulogne-Billancourt, France) according to the manufacturer’s instructions and incubated 1 h at 37 °C under gentle rotation. Vessels were then washed in PBS, fixed in PBS/PFA 4% 15 min and permeabilized in PBS/Triton X-100 0.5% 20 min at room temperature. HPG incorporation was revealed using the Click-iT reaction cocktail according to the manufacturer’s instructions. Nuclei were stained with Hoechst (1:2000) and the vessel surface with Isolectine GS-B4 (1:100). The specificity of HPG labeling was assessed incubating the brain vessels with normal DMEM containing methionine or with 500 μg ml^−1^ HPG and 500 μg ml^−1^ Cycloheximide (Sigma) for 30 min at 4 °C prior to and during the incubation. Three independent experiments have been performed and imaged.

### Microarray study

Total RNAs were extracted from 2-month-old C57BL6 brain vessels submitted or not to basal lamina digestion using the Rneasy Lipid tissue kit (Qiagen, Germany, Hilden). Four independent libraries were prepared for each condition on purified vessels pooled from four mice. Affymetrix Mouse Gene 2.0 Array data sets were controlled using Expression console (Affymetrix, Santa Clara, CA, USA) and further analyses and visualization were made using EASANA (GenoSplice Technology, www.genosplice.com), which is based on the GenoSplice’s FAST DB annotations [64]. Gene Array data were normalized using quantile normalization. Background corrections were made with antigenomic probes selected as described previously [64]. Only probes targeting exons annotated from FAST DB transcripts (release 2015_1) were selected to focus on well-annotated genes whose mRNA sequences are in public databases [64]. Bad-quality selected probes (for example, probes labeled by Affymetrix as ‘cross-hybridizing’) and probes for which intensity signal was too low compared to antigenomic background probes with the same GC content were removed from the analysis. Only probes with a DABG *P*-value ⩽0.05 in at least half of the arrays were considered for statistical analysis [64]. We performed an unpaired Student’s *t*-test to compare gene intensities in the different biological replicates. Genes were considered significantly regulated when fold-change was ⩾2 and uncorrected *P*-value ⩽0.05. For hierarchical clustering, the distance from the gene signal in a given sample to the corresponding average in all the samples was calculated for each regulated gene. Corresponding values were displayed and clustered with MeV4.9.0 from the Institute of Genome Research using Euclidean distance and average linkage clustering. Raw data files are available on the GEO repository (www.ncbi.nlm.nih.gov/geo/) under accession number GSE76299.

#### GO analyses

We used the text-mining Pathway Studio ResNet database (Ariadne Genomics, Rockville, MD, USA) and the GSEA tool [65] in Pathway Studio 11.0.5 [66] to identify overrepresented signaling pathways and biological processes within our differentially expressed data set. As parameters for the GSEA method, we selected the Mann–Whitney *U*-test, a *P*-value threshold of 0.05.

### Aldhl1:l10a-eGFP TRAP RNA sequencing and analysis

One whole brain was used for each whole astrocyte polysome extraction (*n*=3 libraries). Choroid plexus were removed prior to extraction. 

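The choroid plexus mRNA Ttr was the gene with the most counts in endfeet TRAP libraries 1, 2, 3 and 6. It took 7.10%, 3.85%, 2.92%, 1.29%, 0.645% and 1.67% of the gene counts of endfeet libraries 1 to 6, from 462451, 333398, 388105, 163865, 86751 and 38798 counts. In whole astrocyte TRAP libraries 1 to 3 it took 0.00292%, 0.145% and 0.118%, from 1050, 52219 and 51276 counts. The score of a list of 10 choroid plexus genes, as the mean of log2(CPM + 1), was 7.76 ± 1.13 (SD, n = 6) in endfeet TRAP and 3.54 ± 1.16 (SD, n = 3) in whole astrocyte TRAP, and 6 of 6 endfeet libraries were above all whole astrocyte libraries (two-sided exact permutation test, p = 0.0119, the smallest that 84 splits allow; 0.0131 after adjustment over 11 lists).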

For endfeet polysome extraction, brain vessels purified from eight mice were pooled (*n*=6 libraries). Polysome extraction was performed following the protocol described in the bacTRAP project web site: *www.bactrap.org* and by Heiman *et al.* [22], except that vessels were homogenized in a 2 ml Teflon-glass homogenizer with 25 strokes instead of 12 for the total brain.

#### Library preparation and Illumina sequencing

An amount of 10 ng of total polysomal RNAs were amplified and converted to cDNA using NuGEN’s Ovation RNA-Seq kit. Following amplification, 1 μg of cDNA was fragmented to ∼300 bps using Covaris S200. The remainder of the library preparation was done using 200 ng of cDNA following TruSeq RNA Sample Prep v2 kit from the End Repair step. Libraries were multiplexed by 3 on 3 flow cell lanes. A 50 bp read sequencing was performed on a HiSeq 1500 device (Illumina, San Diego, CA, USA). A mean of 72±17 million passing Illumina quality filter reads was obtained for each of the nine samples.

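Summed over transcripts, the deposited counts came to 78751820, 79452748 and 96947228 in whole astrocyte TRAP libraries 1 to 3 and to 13885298, 18475393, 28771922, 26509555, 28142460 and 4891792 in endfeet TRAP libraries 1 to 6. Each read was counted once per transcript it overlapped, so these sums are not numbers of reads. With 1 transcript for each gene, the totals were 35984144, 36040873 and 43521208 in whole astrocyte TRAP and 6511709, 8651982, 13304234, 12676298, 13450588 and 2319495 in endfeet TRAP, so that every endfeet library had fewer counts than every whole astrocyte library.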

#### RNASeq bioinformatics analysis

Analyses were performed using the Eoulsan pipeline [67], including read filtering, mapping, alignment filtering, read quantification. Before mapping, reads ⩽40 bases were removed, and reads with quality mean ⩽30 were discarded. Reads were then aligned against the Mus musculus genome (mm10 version Ensembl 75) using Bowtie (version 0.12.9, parameters -n 2 -l 34 -e 70 -k 2 –best) [68]. Alignments from reads matching more than once on the reference genome were removed using Java version of sam tools [69]. To compute gene expression, Mus musculus GFF3 genome annotation version mm10 version75 from Ensembl database was used. All overlapping regions between alignments and referenced genes were counted using HTSeq-count 0.5.3 [70]. The RNASeq gene expression data and raw fastq files are available on the GEO repository (www.ncbi.nlm.nih.gov/geo/) under accession number: GSE7293.

#### Differential gene expression analysis

For the two different sample groups (endfeet vs astrocytes), we assessed which genes displayed statistically significant differential expression using the Bioconductor package DESeq2 (version 1.4.5) written for the R statistical programming environment. 

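Of the 14427 genes tested with edgeR's quasi-likelihood test, 2991 (20.7%) were higher in endfeet TRAP, 2006 (13.9%) were lower and 9430 did not pass the threshold (adjusted p of at most 0.05). With the replicate number as a block, where endfeet libraries 4 to 6 do not enter the comparison, 2501 genes were higher and 1958 lower. With DESeq2's Wald test and its fold change prior, as in the version the authors used, 3697 were higher and 2361 lower. The number higher changed most when whole astrocyte library 2 was left out, to 1874. The number lower changed most with limma voom and a weight for each group, chosen after the values were seen, to 4491, with 3936 higher. Among genes above 50 normalized counts in both groups whose 6 endfeet libraries all lay on the same side of the 3 whole astrocyte libraries, the largest increases were those of Rgs5, Ahnak and mt-Nd5. Rgs5 (chromosome 1, 169655501 to 169695813 in mm10) had 55992 ± 18935 normalized counts (SD, n = 6) in endfeet TRAP and 206 ± 27.4 (SD, n = 3) in whole astrocyte TRAP, a log2 fold change of 8.07 (SE 0.502, adjusted p = 2.2e-07 in edgeR). Ahnak had a log2 fold change of 7.65 (SE 0.320, adjusted p = 2.6e-08) and the mitochondrial mRNA mt-Nd5 of 7.49 (SE 0.408, adjusted p = 1.1e-07), the latter with a higher value in endfeet library 4 than in the other 5. The largest decreases were those of Thrsp, Dbx2 and Smim3, with log2 fold changes of -5.49, -5.18 and -5.13. Thrsp had 163.5 ± 118.9 counts in endfeet TRAP and 7413 ± 259 in whole astrocyte TRAP. Pearson correlations of log2(CPM + 1) across genes lay between 0.9965 and 0.9976 among whole astrocyte libraries and between 0.82 and 0.952 among endfeet libraries, where genes are not independent replicates. The common dispersion of edgeR was 0.0141 for whole astrocyte TRAP and 0.725 for endfeet TRAP.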

DESeq2 assumes the RNA-seq counts are distributed according to negative binomial distributions. It uses generalized linear modelling to test individual null hypotheses of a log_2_ fold changes of zero between conditions for each gene [71]. Pathway analysis was performed as described above.

### Immunohistolabeling and confocal imaging

#### On brain sections

For immunostaining after FISH, slices were rinsed in PBS following the FISH procedure and incubated 1 h at room temperature in the blocking solution (1 mg ml^−1^ bovine serum albumine, 0.2% goat serum, 0.3% Triton X-100 in PBS). For simple immunostaining, cryosections were fixed in PBS/PFA 4% 15 min, rinse in PBS and incubated 1 h at room temperature in the blocking solution (2% goat serum, 0.2% Triton X-100 in PBS). Slices were then incubated in primary antibodies diluted in the blocking solution12 h at 4 °C, rinsed three times 5 min in PBS, incubated secondary antibodies diluted in the blocking solution 2 h at room temperature, rinsed three times 5 min in PBS, and mounted in Fluoromount (Southern Biotech, Birmingham, AL, USA). Images were taken on a SP5 confocal microscope (Leica, Wetzlar, Germany) and deconvoluted with Huygens software (Scientific Volume Imaging b.v., Hilversum, The Netherlands). For Golgi analysis, 3D reconstitution and calculation of length processes were performed using IMOD software [31]. The center of the nucleus was used as the start point to calculate the length of PvAPs and Golgi processes. Only PvAPs with a continuous GFAP labeling were taken into account. The last point of labeling was considered as the end of the Golgi branch when Golgi was discontinuous. Forty four astrocytes in four mice were imaged and analyzed.

#### On purified brain vessels

Purified brain vessels were immobilized on a glass slide coated with Cell Tak (Corning) and immunostaining was performed as described for brain sections.

### Quantitative RT-PCR

Total RNAs were extracted from 2-month-old C57BL6-purified brain vessels submitted or not to basal lamina digestion using the RNeasy Lipid tissue kit (Qiagen). cDNA were synthesized from 1 μg RNA using Reverse Transcriptase Superscript II (Thermo Fisher) and with random primers. cDNA samples were diluted by adding 100 μl of low TE buffer (10 mM Tris; 0.1 mM EDTA; pH=8.0) (TEKnova, Hollister, CA, USA) and stored at −20 °C. PCR were performed in triplicate on a LC480 Roche Light cycler on 2 μl cDNA using the SybrGreen master mix (Roche). Cycling was 50 °C for 2 min, 95 °C for 10 min, and 40 cycles of 95 °C for 15 s and 60 °C for 1 min. The relative abundance of amplified cDNA was calculated as 2^−ΔCt^, where ΔCt (change in cycle threshold) equals Ct in brain vessels minus Ct in digested brain vessels. Results are expressed as means of 2^−ΔCt^ tested cDNA/2^−ΔCt^ RNA18s values. Experiments were done on three independent pool of brain vessels purified from at least four mice. Statistics were done using the Mann–Whitney two-tailed test * stands for *P*=0.05. Mean values are indicated±s.e.m.

Primers: Aqp4 forward 5′- CTTTCTGGAAGGCAGTCTCAG-3′, Aqp4 reverse 5′- CCACACCGAGCAAAACAAAGAT-3′, Gfap forward 5′- GGGGCAAAAGCACCAAAGAAG-3′, Gfap reverse 5′- GGGACAACTTGTATTGTGAGCC-3′, Cldn5 forward 5′- TAAGGCACGGGTAGCACTCA-3′, Cldn5 reverse 5′- GGACAACGATGTTGGCGAAC-3′, Acta2 forward 5′- GTCCCAGACATCAGGGAGTAA-3′, Acta2 reverse 5′- TCGGATACTTCAGCGTCAGGA-3′, RNA18s forward 5′- TTGAAAATCCGGGGGAGAG-3′; RNA 18s reverse 5′- ACATTGTTCCAACATGCCAG-3′.

### Western blot

Purified brain vessels were homogenized in PBS containing 2% SDS and EDTA-free Complete Protease Inhibitor (Roche), sonicated three times at 20 Hz (Vibra cell VCX130) and centrifuged 20 min at 10 000 *g* at 4 °C. Supernatants were boiled in Laemmli loading buffer. Protein content was measured using the Pierce 660 nm protein assay reagent (Thermo Scientific, Waltham, MA, USA). Equal amounts of proteins were separated by denaturing electrophoresis in 4–12% NuPAGE gradient gel (Thermo Fisher) and electrotransfered to nitrocellulose membranes. Membranes were analyzed as previously described [72]. HRP activity was visualized by ECL using Western Lightning plus enhanced chemoluminescence system (Perkin Elmer, Waltham, MA, USA). Chemoluminescence imaging was performed on a LAS4000 (Fujifilm, Minato-ku, Tokyo, Japan). Histone 2a or 3 expression was used as a loading reference. All experiments were done in triplicates (*n*=3). *n* is a pool of brain vessels purified from at least four mice. Statistics were done using the Mann–Whitney two-tailed test * stands for *P*=0.05. Mean values are indicated±s.e.m.

### Electron microscopy

Two-month-old C57BL6 mice were anesthetized with Ketamine/Xylazine (140/8 mg kg^−1^, i.p.) and transcardially perfused with the fixative (2% paraformaldehyde, 3% glutaraldehyde, 3 mM CaCl_2_ in 0.1 M cacodylate buffer pH 7.4) for 12 min. Brains were removed and left overnight at 4 °C in the same fixative. Brain fragments (0.3×1×1 mm^3^) were then postfixed first in 0.1 M cacodylate buffer pH 7.4+1% OsO4 for 1 h at 4 °C and then in 1% aqueous Uranyl Acetate for 2 h at room temperature (RT). After dehydration in graded ethanol, followed by propylene oxide, the fragments were embedded in Epon. Ultrathin (80 nm) sections were prepared, stained in Lead Citrate and photographed in a Jeol 100S transmission electron microscope (Jeol, Croissy-sur-Seine, France) equipped with a 2×2k Orius 830 CCD camera (Roper Scientific, Evry, France). Seventy-eight astrocytes of three mice have been analyzed.

For GM130 immunolocalization, the brain was fixed by transcardial perfusion of the fixative (4% paraformaldehyde, 0.2% glutaraldehyde in 0.1 M phosphate buffer pH 7.4), then removed and fixed for an additional 2 h at 4 °C in 4% paraformaldehyde. Vibratome sections (70 μm) were cryoprotected in 30% sucrose (three changes in 24 h) and frozen/thawn in liquid nitrogen. All subsequent procedures were done at RT. After extensive washing and neutralization of free aldehyde groups in 100 mM Glycine, brain sections were incubated sequentially in 10% goat serum for 2 h, primary mouse anti-GM130 antibody (BD Biosciences Cat # 610822 RRID: AB_398141) (1:250) for 24 h and biotinylated goat anti-mouse secondary antibody (Jackson Immunoresearch, West Grove, PA, USA) (1:1000) for 24 h. Staining was revealed with the Vectastain Elite ABC kit (CliniSciences SAS, Nanterre, France) following manufacturer instruction. Sections were then postfixed first in 2.5% glutaraldehyde for 30 min at RT and then in 0.5% OsO4 for 30 min at 4 °C before being dehydrated and flat-embedded in Epon as detailed in the above section. One mm^2^ squares were cut from embedded sections in the cortex region and glued on an Epon block for sectioning on an ultramicrotome. Ultrathin sections were observed without lead staining.

## Figures and Tables

**Figure 1:**
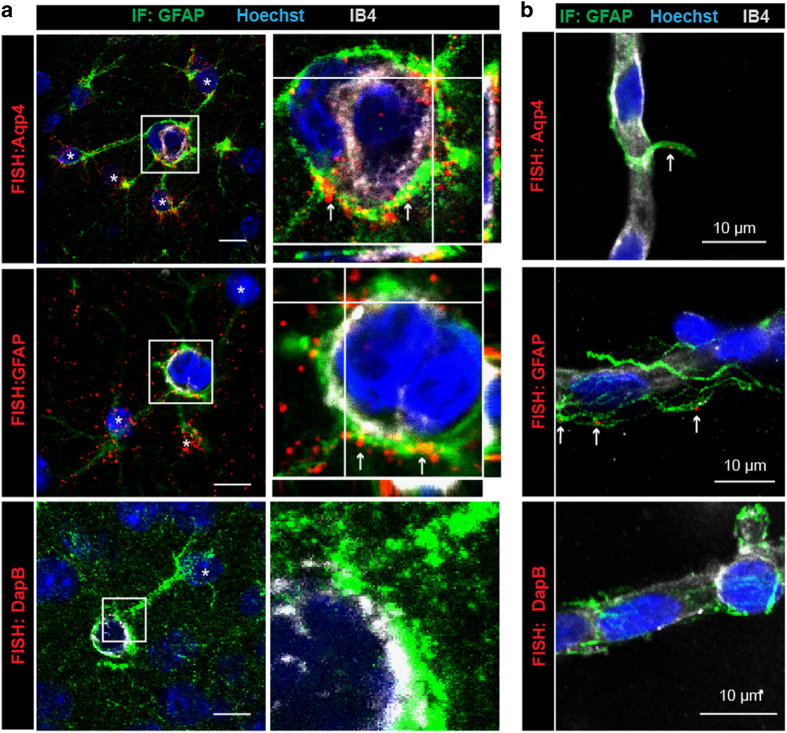
mRNAs are present in astrocyte perivascular processes and endfeet. (**a**) Representative confocal images of astrocyte-specific mRNAs encoding Aqp4, GFAP and dapB (negative probe) detected by fluorescent *in situ* hybridization (FISH by RNAscope) on brain sections of 2-month-old C57BL6 mice. Astrocytes (here in the hippocampus) are immunostained for GFAP (green). GFAP is a cytoskeleton protein specific to astrocytes whose immunolabeling indicates the presence of astrocyte processes and endfeet. GFAP fibers do not fill the endfeet, which explains why astrocyte FISH signals are not necessarily co-localized with GFAP. Aqp4 or GFAP mRNAs are mostly detected in PVAPs and endfeet (red) (white arrows). Few Aqp4 mRNAs are detected at the level of IB4. They might belong to vascular cells, although Aqp4 is mostly expressed by astrocytes [17, 18, 20]. The astrocyte somata are indicated with an asterisk. Enlarged views of boxed areas show details of the FISH signals in PVAPs and endfeet. (**b**) Representative confocal images of astrocyte-specific mRNAs encoding Aqp4 and GFAP on 2-month-old C57BL6 mice-purified brain vessels. Perivascular Aqp4 or GFAP mRNAs are detected at the level of GFAP immunolabeled fibers attached to the surface of purified brain vessels (red) (white arrows). Enlarged views of boxed areas show details of the perivascular FISH signals. In **a** and **b**, the vessel surface is stained with IB4 (gray) and nuclei with Hoechst (blue). Orthogonal analysis of areas indicated by white lines show the detail of FISH signals at the level of GFAP fibers at the vessel surface.

**Figure 2:**
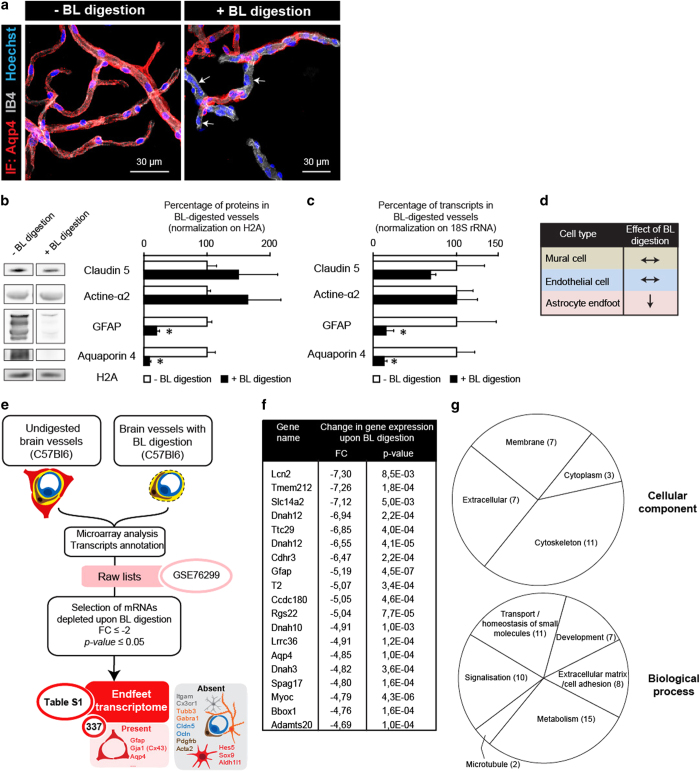
Characterization of the endfeet transcriptome. (**a**) Representative confocal images of purified brain vessels with or without partial basal lamina (BL) digestion. The vessel surface is stained with IB4 (gray). Astrocyte perivascular membrane are immunolabeled for Aqp4 (red). The nuclei are stained with Hoechst (blue). Digestion of the BL partially removes astroglial perivascular membranes (white arrows). (**b**) Comparative Western blot analysis of Claudin5 (Cldn5), Smooth muscle actin (Acta2), GFAP and Aquaporin 4 (Aqp4) protein levels in brain vessels purified from 2-month-old mice with or without partial BL digestion. Histone2A (H2A) was used as the loading control. The percentage of expression in digested vessels compared with that in undigested vessels (set as 100%; *n*=3): Cldn5 149±62%, *P*=0.2; Acta2 164±53%, *P*=0.2; GFAP 20±4%, *P*=0.05; Aqp4 8±2%, *P*=0.05. Mann–Whitney two-tailed test, *P=0.05. (**c**) Comparative quantitative PCR analysis of Claudin5 (Cldn5), Smooth muscle actin (Acta2), GFAP and Aquaporin 4 (Aqp4) transcripts in brain vessels purified from 2-month-old mice with or without partial BL digestion. The percentage of expression in digested vessels compared with that in undigested vessels (set as 100%; *n*=3): Cldn5 70±5% *P*=0.2; Acta2 100±2% *P*=0.2; GFAP 9±2%, *P*=0.05; Aqp4 6±1%, *P*=0.05. Mann–Whitney two-tailed test, *P=0.05. (**d**) Recapitulative table of partial BL digestion effects on purified brain vessels and associated astrocyte endfeet. (**e**) Analysis flowchart of the endfeet transcriptome. Transcripts depleted upon BL digestion with a fold-change (FC) ⩽−2 and a *P*-value ⩽0.05 were selected. The endfeet transcriptome displays 337 mRNAs including the astroglial-specific Gja1 (Cx43), Aqp4 or GFAP. Neuronal-, microglial-, endothelial- and mural cell-specific mRNAs are absent, as well as the astroglial-specific Hes5, Sox9 and Aldh1l1 indicating that only a subset of astrocyte mRNAs are distributed in endfeet. (**f**) List of the 20 most depleted mRNAs upon BL digestion compared with the undigested vessels. (**g**) Gene Ontology analysis of the ‘cellular component’ and ‘biological process’ pathways significantly depleted in the brain vessels upon BL digestion. The amount of pathways for each category is indicated.

**Figure 3:**
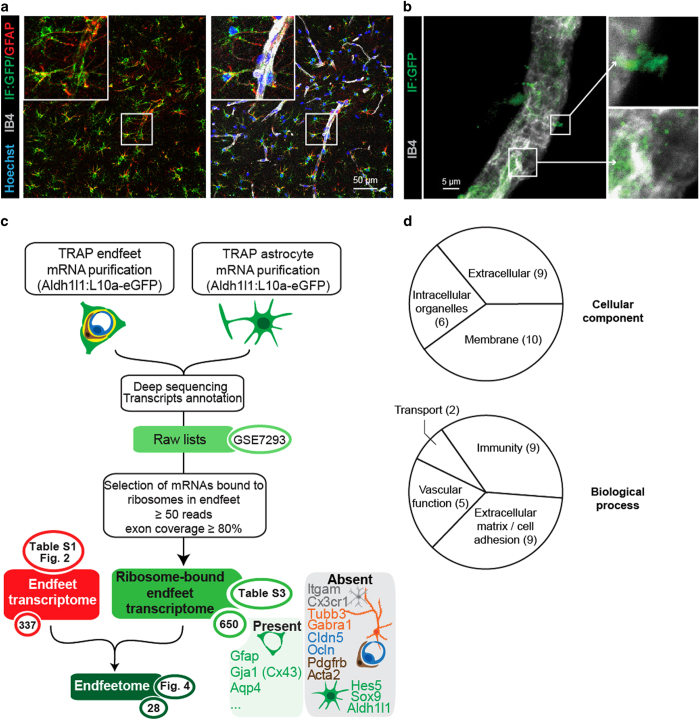
Analysis of the astrocyte endfeet ribosomal-bound transcriptome. (**a**, **b**) Representative confocal images of GFP-tagged ribosomes (green) in 2-month-old Aldh1l1:L10a-eGFP mice, (**a**) on brain section (here in the hippocampus) and (**b**) at the surface of purified brain vessels. Enlarged views of squared areas show details of perivascular astroglial ribosomes. The vessel surface is stained with IB4 (gray) and nuclei with Hoechst (blue). Astrocytes are immunostained for GFAP (red). (**c**) Flowchart for the combined analysis of the endfeet transcriptome and the endfeet and whole astrocyte TRAP ribosome-bound transcriptome. The selection criteria are detailed in the white box. Lists of transcripts and pathway analysis generated at each step are indicated in green circles, with the corresponding tables and the number of transcripts. The ribosome-bound endfeet transcriptome displays 650 mRNAs including the astroglial-specific Gja1 (Cx43), Aqp4 or GFAP. Neuronal-, microglial-, endothelial- and mural cell-specific mRNAs are absent, as well as the astroglial-specific Hes5, Sox9 and Aldh1l1 mRNAs indicating that only a subset of astrocyte mRNAs bound to ribosomes is present in endfeet. The combination of the endfeet transcriptome and the TRAP ribosome-bound transcriptomes defines the endfeetome, which displays 28 transcripts. (**d**) Gene Ontology analysis of the enriched ‘cellular component’ and ‘biological process’ pathways in the endfeet ribosome-bound transcriptome. Numbers indicate the amount of pathways for each category.

**Figure 4:**
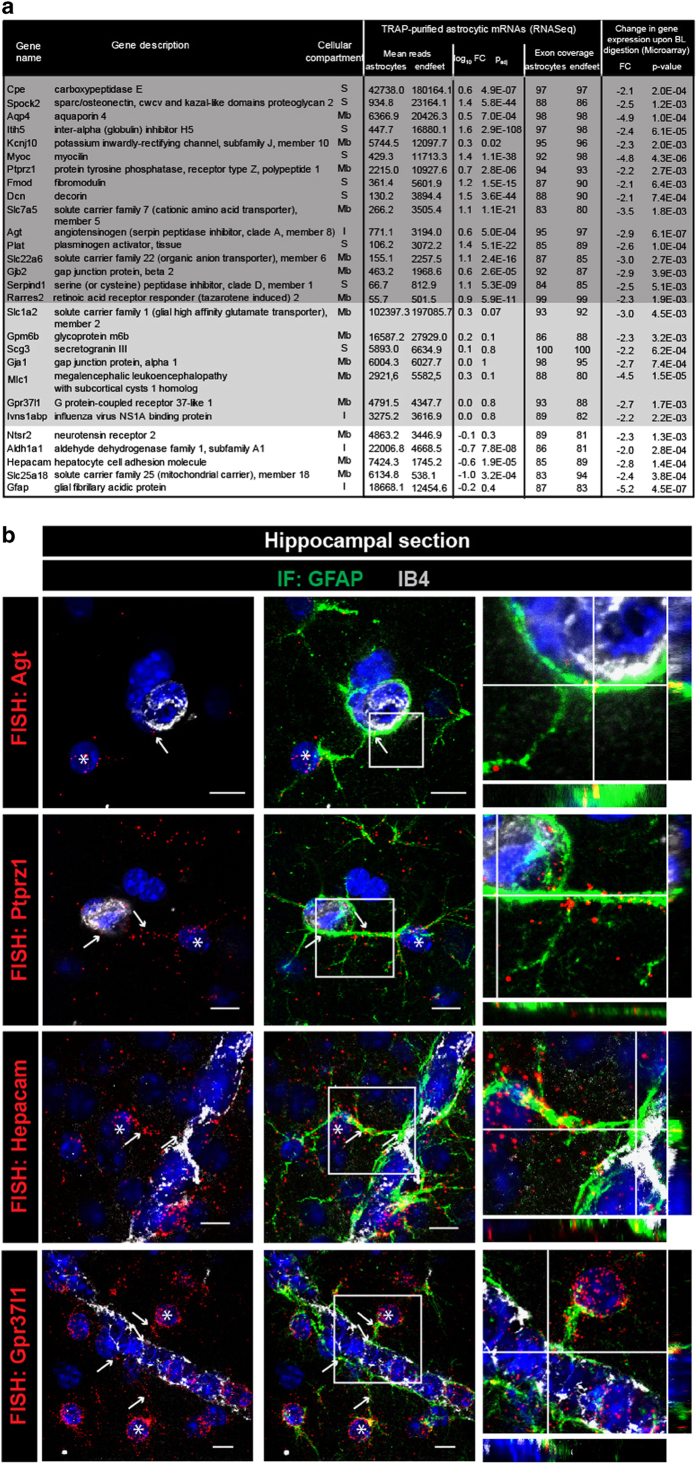
The endfeetome. (**a**) List of mRNAs. The endfeetome common to the endfeet transcriptome and the endfeet and whole astrocyte ribosome-bound (TRAP) transcriptomes. Endfeet mRNAs enriched in the whole astrocyte TRAP libraries compared to the endfeet TRAP libraries (RNAseq: log_10_ FC<0, *P*_adj_⩽0.05) are indicated in white. Endfeet mRNAs equally present in both types of TRAP libraries (RNAseq: *P*_adj_>0.05) are indicated in light gray. Endfeet mRNAs enriched in the endfeet TRAP libraries compared to whole astrocytes TRAP libraries (RNAseq: log_10_ FC>0, *P*_adj_⩽0.05) are indicated in dark gray. The cellular compartment of each corresponding protein is indicated (Mb, membrane; S, secreted; I, intracellular). (**b**) Representative confocal images of some endfeetome transcripts detected by FISH (red) in hippocampus slices. The vessel surface is stained with IB4 (gray) and nuclei with Hoechst (blue). The astrocytes are immunostained for GFAP. The astrocyte somata are indicated with an asterisk. The white arrows indicate extravascular FISH labeling on the vessels and at the level of GFAP positive filaments in PvAPs and endfeet. On the right, orthogonal analysis of areas indicated by white lines on the enlarged views shows the detail of FISH signals at the level of GFAP fibers at the vessel surface.

**Figure 5:**
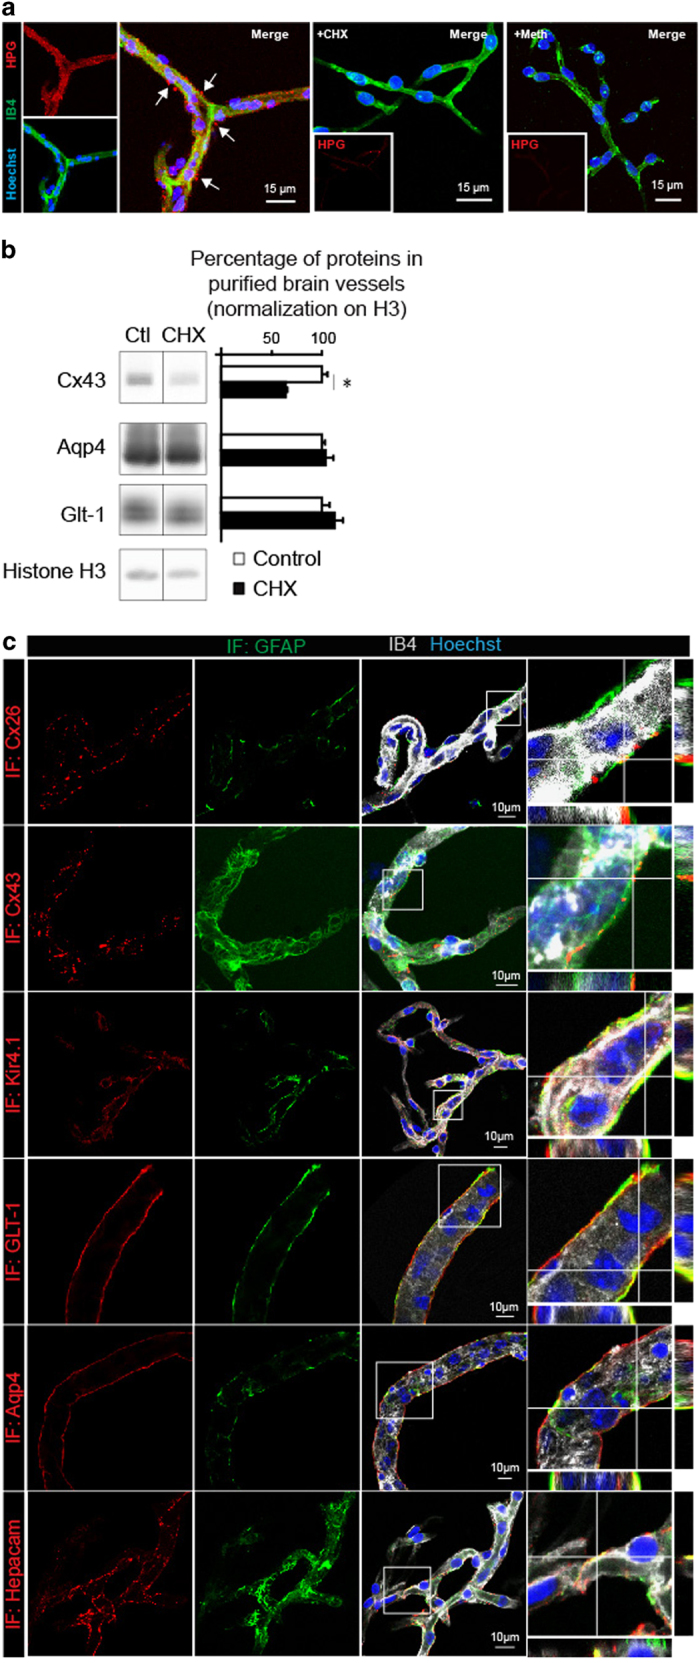
Protein translation occurs in astrocyte perivascular endfeet. (**a**) Representative confocal images of Click-iT HPG-labeled brains vessels purified from 2-month-old C57BL6 mice (red). The vessel surface is stained with IB4 (green) and nuclei by Hoechst (blue). Negative control experiments were performed using Cycloheximide (+CHX) or replacing HPG by methionine (+Meth). The white arrows indicate extravascular HPG labeling. (**b**) Cx43 turnover in endfeet is sustained by local protein translation. Western blot detection of Cx43, Aqp4 and Glt1 in protein extracts from brain vessel-associated astrocyte endfeet purified from 2-month-old C57BL6 mice submitted or not to Cycloheximide (+CHX). Protein level in untreated samples is set as 100% (*n*=3): Cx43 64±1%, *P=0.05; Aqp4 103±8%; Glt1 113±8%. Mann–Whitney two-tailed test. (**c**) Representative confocal images of immunofluorescent detection of endfeetome proteins in astrocyte endfeet (red) on 2-month-old C57BL6-purified brain vessels. The vessel surface is stained with IB4 (gray) and nuclei with Hoechst (blue). Astrocyte endfeet are immunolabeled for GFAP (gray). Enlarged views of boxed areas show details of immunofluorescence. Orthogonal analysis of areas indicated by white lines to show the detail of FISH signals at the level of GFAP fibers at the vessel surface.

**Figure 6:**
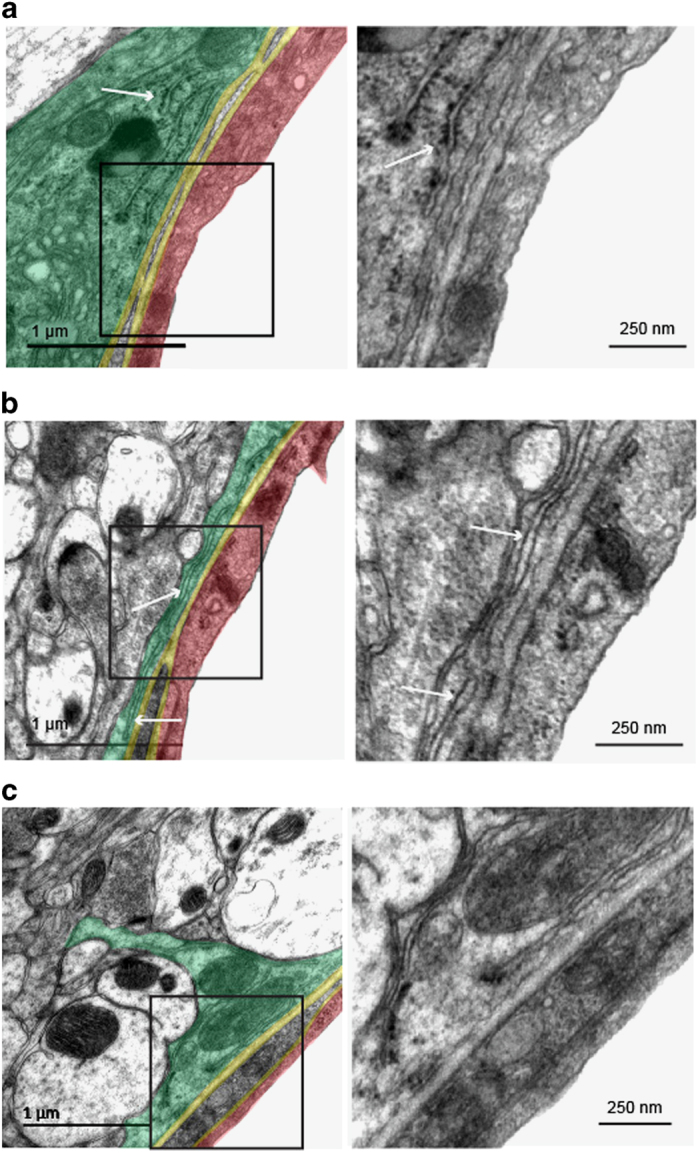
Organization of endoplasmic reticulum in astrocyte endfeet. Representative transmission electron microscopy images showing endoplasmic reticulum (ER) in cortical astrocyte endfeet surrounding 5–20 μm diameter vessels of 2-month-old C57BL6 mice. On the left images, the different structures of the gliovascular unit are colored: an astrocyte endfoot (green), the basal lamina (yellow), an endothelial cell (red). Enlarged views of squared areas show details of the ribosomes and ER structures. (**a**) An astrocyte endfoot with rough ER (RER) (white arrow). (**b**) An astrocyte endfoot with smooth ER (SER) (white arrow). (**c**) An astrocyte endfoot with SER with areas containing few bound ribosomes (white arrow).

**Figure 7:**
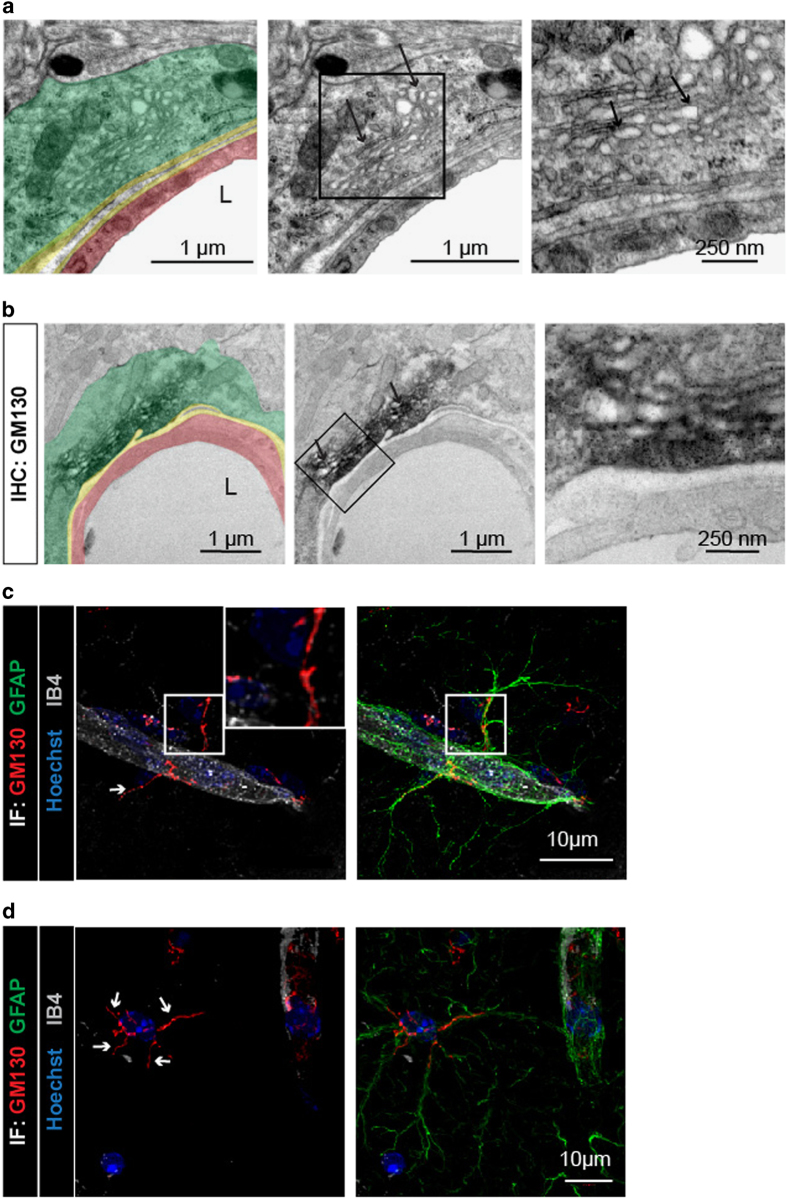
Organization of the Golgi apparatus in astrocyte perivascular processes and endfeet. (**a**, **b**) Representative transmission electron microscopy images of the Golgi apparatus (GA) in cortical astrocyte endfeet surrounding 5–20 μm diameter vessels of 2-month-old C57BL6 mice. Enlarged views of the squared areas show details of GA in the astrocyte endfeet. Black arrows indicate typical GA stacks with surrounding vesicles. On the left images, the different structures of the gliovascular unit are colored: an astrocyte endfoot (green), the basal lamina (yellow), an endothelial cell (red). (**b**) Immunolabeling for the cis-GA protein GM130 in an astrocyte endfoot. (**c**, **d**) Representative confocal images of cortical astrocytes immunolabeled for GFAP (green) and GM130 (red) on brain sections of 2-month-old C57BL6 mice. The vessels surface is stained with IB4 (gray) and nuclei with Hoechst (blue). The white arrows show the GA ramifications in the PvAPs and endfeet.

**Figure 8:**
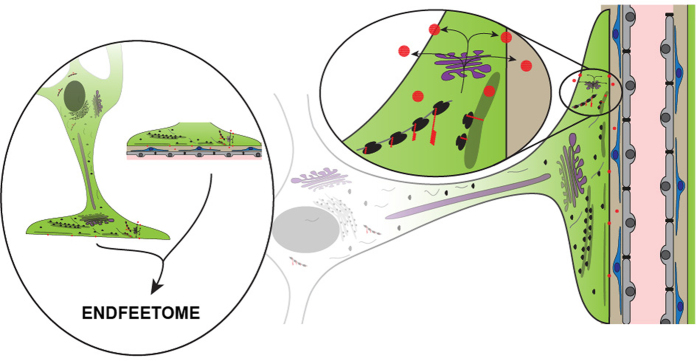
Astrocytes set protein synthesis in distal perivascular processes: graphical abstract. Astrocytes, the most numerous neuroglial cells in the central nervous system, are multipolar cells. They extend long processes terminated by endfeet (in green) at the surface of brain vessels (composed by mural cells in blue and endothelial cells in gray) and regulate vascular functions. In the present study, we demonstrate that some mRNAs (gray lines) are transported in astrocyte perivascular endfeet and bound to ribosomes (black dots) suggesting that they are translated on site. We also show that protein synthesis (red dots) occurs in endfeet. Finally, we show that endfeet are equipped with smooth and rough endoplasmic reticulum (gray) and the Golgi apparatus (purple), suggesting that the maturation of membrane and secreted proteins may occur locally. These results suggest that alternative routes for the translation, maturation and secretion of a specific pool of proteins are organized in the astrocyte perivascular endfeet. Proteins synthesized there might be either translated in the cytosol or in the RER. They can be further maturated in the local Golgi apparatus, inserted in the membrane or secreted in the perivascular space.

**Figure 9:**
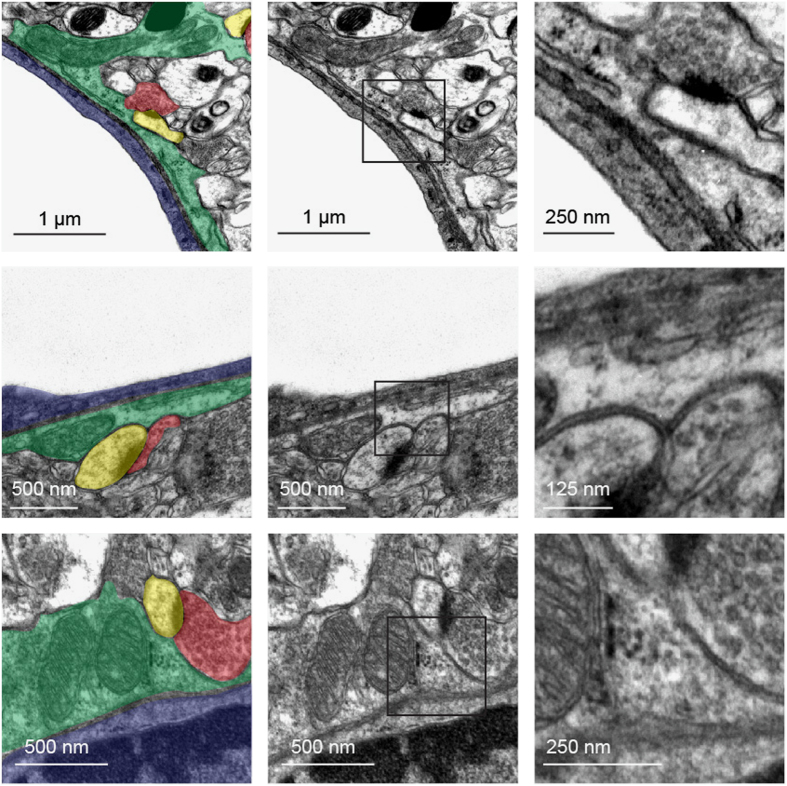
Presence of synapses abutting astrocyte endfeet. Representative transmission electron microscopy images of cortical astrocyte endfeet surrounding capillaries of a 2-month-old C57BL6 mouse. Enlarged views of the squared areas show details of the synapses abutting astrocyte endfeet. On the left image, astrocyte endfeet are colored in green, endothelial cells in blue, pre-synapses in red and post-synapses in yellow.

# Supplementary material for: Translation in astrocyte distal processes sets molecular heterogeneity at the gliovascular interface
**Source:** Cell Discov. 2017 Mar 28;3:17005–. doi: 10.1038/celldisc.2017.5
**Supplement:** Supplementary Figure S1

Figure S1

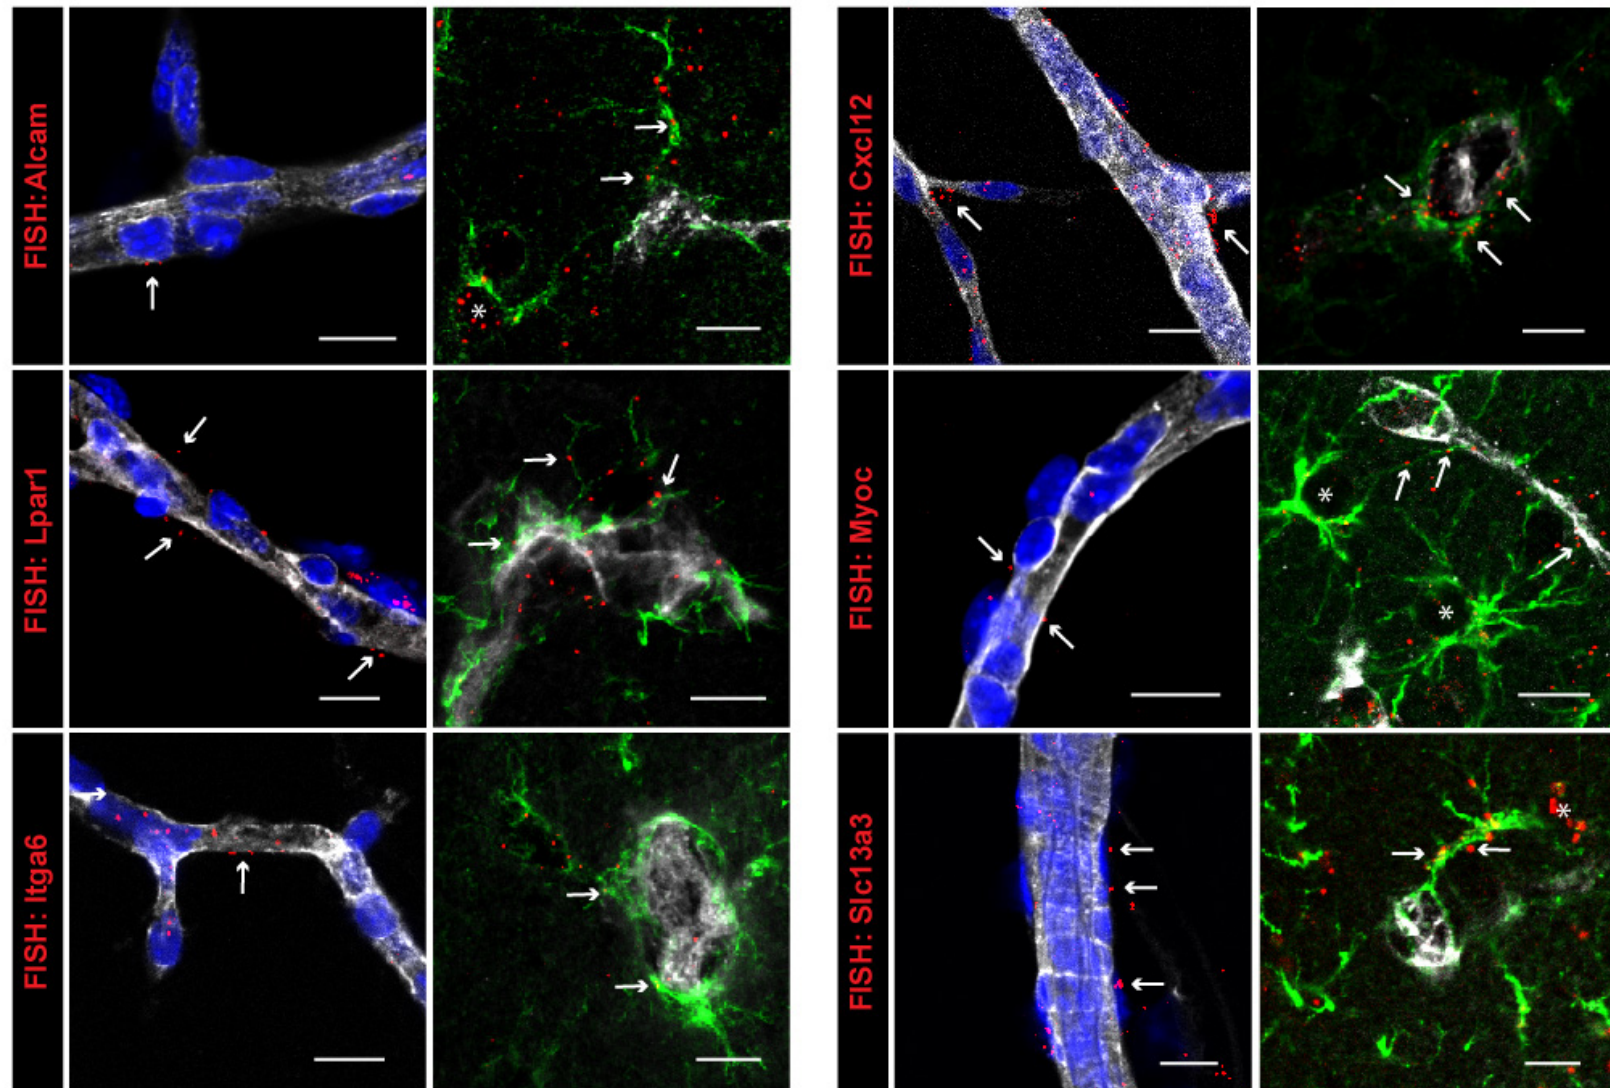

**Figure S1** mRNAs of the endfeet transcriptome are present in astrocyte perivascular processes and endfeet. Representative confocal images of some endfeet transcriptome transcripts detected by FISH (red) in hippocampus slices and purified brain vessels. The vessel surface is stained with IB4 (gray) and nuclei with Hoechst (blue). The astrocytes are immunostained for GFAP (green). The astrocyte somata are indicated with an asterisk. The white arrows indicate extravascular FISH labeling on the vessels and at the level of GFAP positive filaments in PvAPs and endfeet.

# Supplementary material for: Translation in astrocyte distal processes sets molecular heterogeneity at the gliovascular interface
**Source:** Cell Discov. 2017 Mar 28;3:17005–. doi: 10.1038/celldisc.2017.5
**Supplement:** Supplementary Figure S2

Figure S2

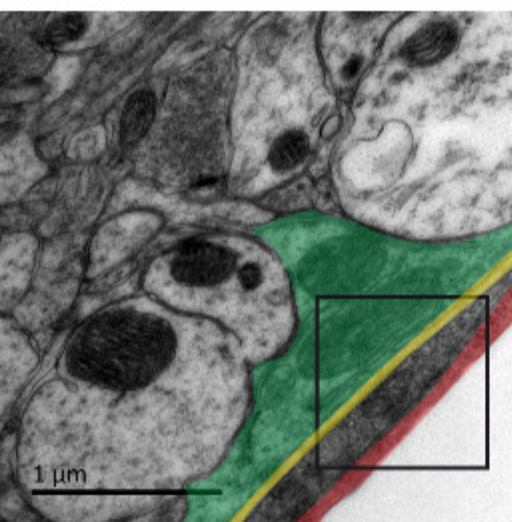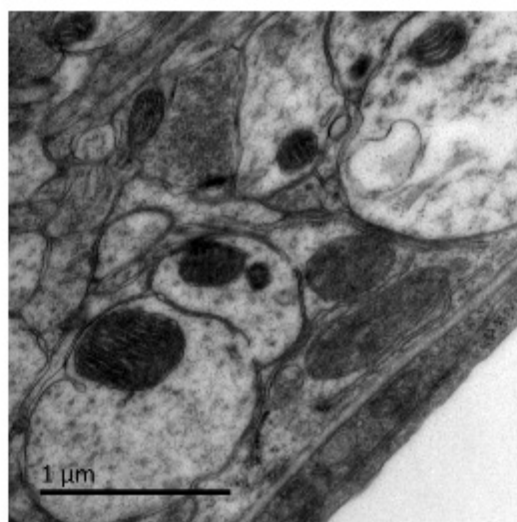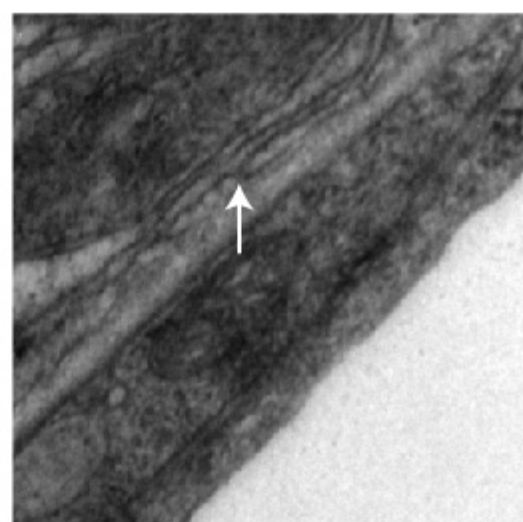

**Figure S2** Contact sites between endoplasmic reticulum and plasma membrane in astrocyte endfeet. Representative transmission electron microscopy image of a contact site between endoplasmic reticulum and the astrocyte endfoot plasma membrane. Enlarged view of the squared area shows details of the contact site indicated by the white arrow. On the left image, the different structures of the gliovascular unit are colored: an astrocyte endfoot (green), the basal lamina (yellow), an endothelial cell (red).

# Supplementary material for: Translation in astrocyte distal processes sets molecular heterogeneity at the gliovascular interface
**Source:** Cell Discov. 2017 Mar 28;3:17005–. doi: 10.1038/celldisc.2017.5
**Supplement:** Supplementary Table S1

**Table S1** The astrocyte endfeet transcriptome. Microarray comparison of mRNAs extracted from brain vessels with or without partial basal lamina (BL) enzymatic digestion. Astrocyte endfeet mRNAs are depleted upon BL digestion with a fold change  $\leq -2$ ,  $p \leq 0.05$  compared with the undigested vessels.

|             |            |                                                     |       |         |
|-------------|------------|-----------------------------------------------------|-------|---------|
| GSMG0019619 | Ifit2      | interferon-induced protein with tetratricopeptide r | -2.03 | 7.8E-04 |
| GSMG0025068 | Ddah1      | dimethylarginine dimethylaminohydrolase 1           | -2.03 | 1.6E-03 |
| GSMG0029510 | Spp1       | secreted phosphoprotein 1                           | -2.03 | 2.3E-03 |
| GSMG0041491 | Slc6a20a   | solute carrier family 6 (neurotransmitter transport | -2.03 | 2.2E-03 |
| GSMG0012715 | Lect1      | leukocyte cell derived chemotaxin 1                 | -2.02 | 5.0E-04 |
| GSMG0023086 | Olfr1046   | olfactory receptor 1046                             | -2.02 | 3.2E-03 |
| GSMG0026189 | Ptgfr      | prostaglandin F receptor                            | -2.02 | 2.6E-03 |
| GSMG0010763 | Ctla2a     | cytotoxic T lymphocyte-associated protein 2 alph    | -2.02 | 7.0E-03 |
| GSMG0006088 | Ttyh2      | tweety homolog 2 (Drosophila)                       | -2.02 | 2.0E-03 |
| GSMG0051009 | Dnah6      | dynein, axonemal, heavy chain 6                     | -2.02 | 7.8E-03 |
| GSMG0002916 | Ppil6      | peptidylprolyl isomerase (cyclophilin)-like 6       | -2.02 | 0.04    |
| GSMG0049845 | Mir27a     | microRNA 27a                                        | -2.01 | 0.01    |
| GSMG0030436 | Prom1      | prominin 1                                          | -2.01 | 6.4E-03 |
| GSMG0019501 | 030003E18R | RIKEN cDNA E030003E18 gene                          | -2.01 | 1.5E-03 |
| GSMG0000484 | Daw1       | dynein assembly factor with WDR repeat domain       | -2.01 | 0.02    |
| GSMG0019028 | Afap1l1    | actin filament associated protein 1-like 1          | -2.01 | 0.02    |
| GSMG0019503 | Aldh1a1    | aldehyde dehydrogenase family 1, subfamily A1       | -2.01 | 2.8E-04 |
| GSMG0028769 | Isg15      | ISG15 ubiquitin-like modifier                       | -2.01 | 3.7E-03 |
| GSMG0039354 | Vsig2      | V-set and immunoglobulin domain containing 2        | -2.01 | 2.5E-03 |
| GSMG0060569 | Mir669n    | microRNA 669n                                       | -2.01 | 2.1E-03 |
| GSMG0026052 | Enpep      | glutamyl aminopeptidase                             | -2.01 | 7.2E-04 |
| GSMG0014129 | Ly6c2      | lymphocyte antigen 6 complex, locus C2              | -2.00 | 2.8E-03 |
| GSMG0028766 | Ttl10      | tubulin tyrosine ligase-like family, member 10      | -2.00 | 1.3E-03 |
| GSMG0052660 | Ripply1    | rippy1 homolog (zebrafish)                          | -2.00 | 0.03    |

# Supplementary material for: Translation in astrocyte distal processes sets molecular heterogeneity at the gliovascular interface
**Source:** Cell Discov. 2017 Mar 28;3:17005–. doi: 10.1038/celldisc.2017.5
**Supplement:** Supplementary Table S5

|             | Accession No   | Gene name       | Catalog number<br>Advanced Cell<br>Diagnostics | Target Region | Channel |
|-------------|----------------|-----------------|------------------------------------------------|---------------|---------|
| FISH probes | NM_009700.2    | Aqp4-C2         | 417161-C2                                      | 1646 - 2644   | C2      |
|             | NM_007428.3    | Agt             | 426941                                         | 347 - 1538    | C1      |
|             | NM_009655.2    | Alcam           | 462061                                         | 501 - 1441    | C1      |
|             | NM_021704.3    | Cxcl12 $\alpha$ | 460921                                         | 431 - 1496    | C1      |
|             | EF191515       | dapB            | 310043                                         | 414 - 862     | C1      |
|             | NM_001010937.2 | Gjb6            | 458811                                         | 251 - 1383    | C1      |
|             | NM_134438.3    | Gpr37l1         | 319301                                         | 251 - 1388    | C1      |
|             | NM_175189.4    | Hepacam         | 476101                                         | 166 - 1082    | C1      |
|             | NM_008397.4    | Itga6           | 441701                                         | 895 - 1860    | C1      |
|             | NM_009022.4    | Lpar1           | 318591                                         | 188 - 1315    | C1      |
|             | NM_010865.3    | Myoc            | 460981                                         | 102 - 1068    | C1      |
|             | NM_010865.3    | Myoc            | 460981                                         | 102 - 1068    | C1      |
|             | NM_001081306.1 | Ptprz1          | 460991                                         | 1374 - 2358   | C1      |
|             | NM_054055.2    | Slc13a3         | 461041                                         | 149 - 1111    | C1      |

|            | Gene name        | Species                         | company            | Dilution<br>Immunofluorescence | Western Blot |
|------------|------------------|---------------------------------|--------------------|--------------------------------|--------------|
| Antibodies | Acta2            | Mouse monoclonal<br>(clone 1A4) | Sigma              | 1/500                          | 1/500        |
|            | Aqp4             | Rabbit polyclonal               | Sigma              | 1/400                          | 1/500        |
|            | Cldn5            | Rabbit polyclonal               | Thermo fisher      | /                              | 1/500        |
|            | Cx26             | Rabbit polyclonal               | Thermo fisher      | 1/500                          | 1/500        |
|            | Cx43             | Mouse monoclonal                | BD Bioscience      | 1/500                          | 1/500        |
|            | GFAP             | Chicken polyclonal              | Abcam              | 1/500                          | /            |
|            | Glt 1            | Rabbit polyclonal               | Frontier institute | 1/1000                         | 1/10000      |
|            | H3               | Rabbit polyclonal               | Cell signaling     | /                              | 1/2000       |
|            | Hepacam/Glialcam | Rabbit polyclonal               | Raul Estevez       | 1/500                          | /            |
|            | Kir4.1           | Rabbit polyclonal               | Alomone Labs       | 1/500                          | 1/500        |

**Table S5** List of antibodies and FISH probes

How the deposited data were processed for this re-analysis (not part of the article)

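RNA bound to GFP-tagged ribosomes was measured by RNA-seq in 3 whole astrocyte TRAP libraries (1 brain each) and 6 endfeet TRAP libraries (vessels of 8 mice pooled for each), all from Aldh1l1:L10a-eGFP mice of 2 months. The authors made the counts with the Eoulsan pipeline, which filtered the reads, aligned them to the mm10 genome with Bowtie, removed reads that aligned more than once and counted the overlaps with Ensembl 75 annotation by HTSeq-count. The deposited values are raw counts per Ensembl transcript, neither normalized nor filtered, and replicates were not pooled. By the numbers the libraries carry, endfeet libraries 1, 2 and 3 form a series (below, series A), and endfeet libraries 4, 5 and 6 and all whole astrocyte libraries form another (series B). What the numbers stand for is not stated, and the series were used only as a candidate batch.

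The 75466 transcripts were matched to the GENCODE M21 annotation of the same build, and 73164 of them, in 22092 genes, were found. The 2302 others were left out. Each gene was represented by its transcript with the highest CPM summed over all libraries, since counts of a gene's transcripts repeat the same reads. Gene totals ranged from 35984144 to 43521208 counts in whole astrocyte libraries and from 2319495 to 13450588 in endfeet libraries. The smallest amount these depths can show, taken as 3 counts, was 0.0689 to 0.0834 CPM and 0.223 to 1.29 CPM. Names of Supplementary Table S1 were matched to genes by symbol (250), by an older symbol (6) or after correction of the spelling (18), and 63 were not matched.

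Endfeet TRAP and whole astrocyte TRAP were compared over all 9 libraries with edgeR 4.0.16 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors were taken as the absolute log2 fold change divided by the square root of the test's F. Normalized counts were obtained with the size factors of DESeq2 1.42.0, and a gene was taken as present in a group when their mean was above 50. The paper's criterion on exon coverage could not be applied to counts, and its Gene Ontology analysis was not repeated. Marker lists of 11 kinds, written before the data were examined, were scored in each library by the mean over genes of log2(CPM + 1), and the groups were compared with two-sided exact permutation tests over 84 splits with Benjamini-Hochberg adjustment. Lists of antibody-secreting cells and of B cells before antibody secretion were added afterwards. Of the 5 genes of the sex-linked list 4 were found, and of the 15 genes of antibody-secreting cells 12.

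Single genes named in the text are the 28 endfeetome mRNAs, the genes the paper names for the TRAP libraries, genes of the marker lists where a list is discussed, and, in each direction, the 3 genes with the largest log2 fold change among those past the threshold, above 50 normalized counts in both groups and with all endfeet libraries on the same side of all whole astrocyte libraries. Irf4, Pou2af1 and Jchain, and the mRNAs encoded in mitochondria other than mt-Nd5, were picked outside this rule after the values were seen. A marker mRNA of Figure 3c is not reported here and was left out of the counts of these markers.

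The alternatives set before the data were examined were DESeq2's Wald test with and without its fold change prior, DESeq2 size factors in edgeR, no filter beyond 1 count in total, at least 10 counts in every library, the library series as a covariate, series B only, the replicate number as a block, an absolute log2 fold change of at least 1, other thresholds on reads (20, 100 and 500), medians in place of means, more than 50 raw counts in every library, TMM in place of DESeq2 size factors, a pseudocount of 0.1 CPM in place of 1, and each library left out in turn. Counts summed over the transcripts of a gene, each transcript as a separate feature, libraries thinned at random to the total of the smallest, the removal of the 10 most counted genes of every library and limma voom (limma 3.58.1) with a weight for each group were added after the data were seen. Tables were handled in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

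The tests were tested on simulated data, with counts drawn from the means and library sizes of the real libraries and 200 genes changed, 100 by a log2 fold change of 2 and 100 by 4. Each simulated gene had the same dispersion in both groups. In the real data the common dispersion was 0.0141 in whole astrocyte TRAP and 0.725 in endfeet TRAP. The simulation therefore does not show how the tests behave at such unequal spread. edgeR called 35% of the smaller and 75% of the larger changes, none with the wrong sign, and 6 unchanged genes, and it called 0 genes when none was changed. DESeq2 called 54% and 86% both with and without its prior. With the prior it called 56 unchanged genes, and 10 genes when none was changed, and without it 68 and 27.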

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

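The lists of antibody-secreting cells and of B cells before antibody secretion, and the tests on mitochondrial mRNAs, on the covariation with Ttr and on antibody-producing cells, were chosen only after the results were seen, and Irf4, Pou2af1 and Jchain were picked from the results.

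In the 6 endfeet TRAP libraries, 3 of 57 measures had a library far from the others, where 2.85 would be met by chance. The measure is the gap to the nearest library divided by the whole range, and it was above the critical value of Dixon's test for 6 libraries. Ivns1abp had a ratio of 0.665, with 8.94 (log2 of CPM + 1) in endfeet library 1 against 7.59 to 8.04 in the others. Hepacam had a ratio of 0.626, with 5.40 in endfeet library 6 against 6.88 to 7.76, and this library had the fewest counts. The mitochondrial mRNA mt-Nd5 had a ratio of 0.652, with 10.71 in endfeet library 4 against 10.01 to 10.26. As many such libraries as chance gives were seen, no explanation was tested for them, technical or biological, and none is proposed.

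Marker lists outside the cell types the paper considers were also higher in endfeet TRAP. The difference in the mean of log2(CPM + 1) was 3.75 for fibroblasts, 3.04 for ependymal cells, 4.23 for the choroid plexus and 2.11 for blood, each in 6 of 6 endfeet libraries (two-sided exact permutation p = 0.0119, 0.0131 after adjustment). With series B only, where 3 libraries against 3 cannot reach a p under 0.1, the differences were 3.52, 2.87, 3.40 and 2.03. The mRNAs encoded in mitochondria are translated by mitochondrial ribosomes, which do not carry L10a, and the mean score of the list of 13 was higher in endfeet TRAP by 3.64 in 6 of 6 libraries (two-sided exact permutation p = 0.0119). Of these 13 mRNAs, 5 had no count in any of the 9 libraries and 1, mt-Nd3, had too few to be tested, so that the score rests on the 7 others. Each of the 7 was higher in endfeet TRAP, with log2 fold changes between 6.69 and 7.64 (largest adjusted p = 4.7e-06 in edgeR). Why 5 had no count was not tested. A candidate explanation for the higher lists of vascular and other cells is RNA that was not bound to the tagged ribosomes and remained in the immunoprecipitate, where the vessel preparation offers the RNA of vascular cells. Transfer of tagged ribosomes into other cells was not tested. The design compares vessels with whole brains, so the compartment of the astrocyte and the surrounding cells of the preparation change together and cannot be told apart.

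For the choroid plexus list, a candidate explanation is choroid plexus tissue in the vessel preparation. The other genes of the list rose with Ttr across the 6 endfeet libraries, with Pearson's r of 0.99 (exact permutation p = 0.00139, 0.0111 after adjustment over 8 relations) and Spearman's rho of 1.0 (p = 0.00278 in the exact permutation test, 0.0222 adjusted), and r was 0.959 without the 2 libraries farthest from the median. Ttr took 2.92% to 7.10% of the counts in the endfeet libraries of series A and 0.645% to 1.67% in those of series B. The amount of Ttr and the series thus changed together, and r was not computed within each series of 3 libraries. With a rho of 1.0 over the 6 libraries, the other genes also followed the order of Ttr within each series. A difference between the series alone would not give this order. No biological explanation was tested.

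The mRNAs Irf4, Pou2af1 and Jchain, which antibody-secreting cells express, were higher in endfeet TRAP by 6.245 on average (mean of log2(CPM + 1), 6 of 6 libraries, exact permutation p = 0.0119). Irf4 was at 391 to 3271 CPM in endfeet libraries and at 5.27 to 9.06 CPM in whole astrocyte libraries. A candidate source is RNA from antibody-producing cells. The list of antibody-secreting cells written to test this holds other genes than these 3, 12 of which were found among 15, and was higher by 1.80 in 6 of 6 libraries (two-sided exact permutation p = 0.0119), and the list of B cells before antibody secretion by 0.56 (exact permutation p = 0.0238). Across the 6 endfeet libraries the first list did not vary with log2 depth beyond chance (Pearson's r = -0.748, exact permutation p = 0.11; Spearman's rho = -0.371, exact permutation p = 0.497; r = -0.385 without the 2 farthest libraries). The labels state that antibodies to GFP were used for the immunoprecipitation, and RNA from the cells that produced an antibody would give the same pattern as plasma cells in the vessel preparation. These sources were not separated.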

How the results depend on the processing

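All tests in this part other than those with limma voom, summed or separate transcripts, thinned libraries and the removal of the most counted genes were chosen before the data were examined, and these were chosen only after the results were seen.

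The number of endfeetome mRNAs enriched in endfeet TRAP, 16, lay between 15 and 19 in every alternative, and between 15 and 18 when each of the 9 libraries was left out in turn. The number enriched in whole astrocyte TRAP was 3 in each of these 9 fits, 2 with at least 10 counts in every library, where Slc25a18 could not be tested, and 4 with limma voom. The equally detected mRNAs numbered 9, and 5 with limma voom. Across all genes, 2991 were higher in endfeet TRAP and 2006 lower. The number higher ranged from 1874 to 3380 and the number lower from 1171 to 2642 across the 9 fits that each left out 1 library. The 3 smallest numbers in each direction came from leaving out a whole astrocyte library. With limma voom and a weight for each group 4491 genes were lower. The replicate block gave 2501 higher and 1958 lower, within 1.5 times the numbers without it. For none of these changes was the cause tested.

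The number of genes above 50 in both groups, 10319, became 3410 with a threshold of 500 and 5261 with more than 50 raw counts in every library. For the genes of Supplementary Table S1, 120 became 45 with a threshold of 500. Of 10 mRNAs of Figure 3c that the paper states to be absent, 8 were above 50 in endfeet TRAP and 3 in both groups. The number in endfeet TRAP was 6 when more than 50 raw counts were required in every library. No gene (0 of 13483) differed between series A and series B of endfeet libraries in edgeR, where 622 had an unadjusted p under 0.05. There were 19 with DESeq2's Wald test without its prior and 1 with at least 10 counts in every library. The cause was not tested.

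Marker list differences kept their direction under every alternative apart from the sex-linked list. That of oligodendrocytes, -1.07, no longer passed the threshold at -0.20 with only genes that had at least 10 counts in every library and at -1.06 with medians over genes. With series B only, where the adjusted p was 0.11 and could not be smaller, the differences were 7.04 (endothelial cells), 5.57 (mural cells), 3.52 (fibroblasts), 2.67 (microglia and macrophages), -0.95 (neurons), -0.76 (oligodendrocytes), -2.10 (astrocytes), 2.87 (ependymal cells), 3.40 (choroid plexus) and 2.03 (blood). The sex-linked list, whose mean over 4 genes did not pass the threshold (exact permutation, adjusted p = 0.726), had -0.10, against 0.35 with medians over genes and -0.173 to 0.0042 with each library left out in turn. Within this list, Ddx3y was lower in 6 of 6 endfeet libraries than in all whole astrocyte libraries (log2 fold change -0.67, adjusted p = 0.108 in edgeR). The cause was not tested.

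Of the 845 log2 fold changes of named genes under alternatives, 794 kept their direction and their side of the threshold, 24 reversed, 18 became significant and 9 lost significance. Those that reversed belonged to mRNAs with adjusted p above 0.5 in the edgeR test without alternatives. Gja1 (-0.0073) became 0.011 with DESeq2 and its prior, 0.01114 without the prior, 0.01116 with DESeq2 size factors in edgeR, 0.287 with the series as a covariate and 0.154 with series B only, and ranged from -0.349 to 0.158 with each library left out. Scg3 (0.16) became -0.0108 with at least 10 counts in every library, -0.148 with the replicate block and -0.0287 with limma voom, and ranged from -0.133 to 0.330. Ivns1abp (0.09) became -0.0726 with at least 10 counts, -0.0754 with the covariate, -0.204 with series B only and -0.00917 with limma voom, and ranged from -0.190 to 0.222. Gpr37l1 (-0.15) became 0.108 with the covariate and ranged from -0.504 to 0.0104. The cause was not tested.

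With at least 10 counts in every library, Slc25a18, Itgam, Tubb3, Cldn5, Hes5, Lcn2, Thrsp, Dbx2 and Smim3 could not be tested, and with series B only, Lcn2 could not. Of these 9 mRNAs, 8 had fewer than 10 counts in endfeet library 6, the library with the fewest counts, where 3 counts stand for 1.29 CPM. Lcn2 was also below 10 counts in all whole astrocyte libraries, and Cldn5 was below 10 only in whole astrocyte library 3. Every alternative was run for the results it was set for. Thinned libraries, the removal of the most counted genes and separate transcripts were not run for single genes.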

Differences from the paper's values

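The alternatives with limma voom, with summed or separate transcripts, with thinned libraries and without the most counted genes were chosen only after the results were seen.

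The paper's number of endfeetome mRNAs enriched in the whole astrocyte lists is 5, against 3 here. The mRNAs that make the difference are Ntsr2 and Gfap. The adjusted p that Fig. 4a gives for both is above the paper's threshold, so its stated rule would not count them either. None of the alternatives set before the data were examined closed this gap, since they gave 2 or 3. Limma voom with a weight for each group, chosen after seeing the values, gave 4, which is within 1.5 times the paper's number.

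The paper's ribosome-bound endfeet transcriptome holds 650 mRNAs, against 10319 genes above 50 normalized counts in both groups. The alternatives gave between 3410 (threshold 500) and 11854 (threshold 20), and none closed the gap. The paper's criterion on exon coverage is not part of these numbers.

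For the endfeet transcriptome, the paper's number present in the TRAP lists is 28, against 120 genes of Supplementary Table S1 here. A threshold of 500 gave 45, and none of the alternatives set before the data were examined closed the gap. Exon coverage is again not included.

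For Rarres2, the paper's log10 fold change is about 0.9 in Fig. 4a, read by eye, against 0.586 here. Its mean reads in Fig. 4a, read by eye, are about 56 in whole astrocyte TRAP and about 500 in endfeet TRAP, against 279 and 1095 normalized counts here. None of the alternatives set before the data were examined closed the gap in the fold change. The mean counts of Rarres2 were not computed under the alternatives. The other 27 of 28 log10 fold changes and 54 of 56 mean reads read from Fig. 4a did not differ by the same measure.

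In Fig. 4a the paper marks Ntsr2 and Gfap as enriched in whole astrocytes, while the adjusted p it gives there for both is above its threshold. Here edgeR gave log2 fold changes of -0.51 (adjusted p = 0.24) and -0.53 (adjusted p = 0.33), so both were equally detected. The paper states that markers of endothelial, mural, microglial and neuronal cells are absent from the refined list of mRNAs in both groups. By the criterion on reads alone, 6 of 7 markers named in Figure 3c were above 50 normalized counts in endfeet TRAP and 1, Pdgfrb, in both groups. The paper states that Sox9 and Aldh1l1 are not present in endfeet, while they had 1066 and 639 normalized counts in endfeet TRAP, and that Lcn2 was not extracted by TRAP, while it had counts in 5 of 6 endfeet libraries with a mean of 300.4 normalized counts. In whole astrocyte TRAP its mean was 0.668, under the threshold of 50, so that Lcn2 is not among the genes present in both lists by the criterion on reads. The counts of Lcn2 in endfeet TRAP cannot tell mRNA bound to tagged ribosomes from RNA carried over in the vessel preparation.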

Other observations

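The tests on covariation, on thinned libraries, on the most counted genes, on transcript length, on GC content and on the dispersion, and that on splits parting same-numbered libraries, were chosen only after the results were seen.

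The number of genes past the threshold between endfeet TRAP and whole astrocyte TRAP, 4997, was reached in 1 of the 84 splits of the 9 libraries into 6 and 3, the real one, and the other splits gave 0 genes. Of the 8 splits that part all 3 same-numbered pairs, as the real split does, 1 gave as many, again the real one, and 8 splits cannot give a share under 0.05. The remaining splits put at least 1 same-numbered pair on the same side. Between series A and series B of endfeet libraries, 0 of 13483 genes passed the threshold (622 at an unadjusted p under 0.05), and all 10 of the 10 splits of the 6 libraries gave as many, so this comparison cannot tell a batch from none.

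For the enrichment of the 16 endfeetome mRNAs in endfeet TRAP, a hypothesis is mRNA carried over from vascular cells in the vessel preparation. It predicts that vascular marker lists are higher by at least as much, and the smallest difference of the 3 vascular lists, that of fibroblasts, was 3.75 (6 of 6 libraries), against 3.13 for the 16 mRNAs. The mean hides a wide range, with log2 fold changes in edgeR from 1.07 to 5.23 among the 16 mRNAs. Higher vascular lists are also the sign of such material, so their height is no independent test of carry-over. Carry-over may contribute to the enrichment of single mRNAs, and the difference alone cannot tell it from localization in endfeet.

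If vascular material set the amount of the 16 mRNAs, their mean would be likely to rise with vascular lists across the endfeet libraries. Pearson's r was 0.921 with the astrocyte list (exact permutation p = 0.0431, 0.172 after adjustment over 8 relations; Spearman's rho 0.771, exact permutation p = 0.103; r = 0.944 without the 2 farthest libraries). With the endothelial, mural and fibroblast lists r was -0.373, -0.342 and 0.537 (exact permutation p = 0.499, 0.496 and 0.278; rho -0.257, -0.314 and 0.543 with exact permutation p = 0.658, 0.564 and 0.297; r = 0.603, 0.296 and -0.655 without the 2 farthest libraries). No relation passed the adjustment, and r was not computed within each series of 3 libraries. Of the 16 mRNAs, 9 had their highest r with the astrocyte list, 5 with the endothelial list (Spock2, Dcn, Slc7a5, Slc22a6 and Gjb2) and 2 with the fibroblast list (Itih5 and Fmod), and for Rarres2 all 4 values were below 0. The enrichment cannot be told apart from vascular material by this test.

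Other technical explanations of the enrichment were tested. With series B only, 17 of the 28 mRNAs were enriched. With every library thinned to the total of the smallest, 18 were. Without the 10 most counted genes of every library, 26 genes in all, 15 were, and 1 of the 16 was itself removed. In these tests on series, depth and dominant genes the number enriched thus stayed close to 16. With series B only, Kcnj10 lost its call (adjusted p = 0.052 in edgeR), while Slc1a2 and Gpm6b gained a call. With thinning and removal single genes were not followed, so whether the same mRNAs stayed enriched is not known. Across all tested genes, which are not independent replicates, the log2 fold change rose with transcript length (Spearman's rho 0.289) and hardly varied with GC content (rho -0.0415). Among tested genes of the nearest transcript length, the log2 fold changes of the 16 mRNAs had a median percentile of 90.3, and among those of the nearest GC content of 89.55. Since the 16 were chosen for their increase, high percentiles were nearly fixed in advance, and they decide neither explanation. With GC content the relation across genes was close to none, while the enrichment cannot be told apart from an effect of transcript length. Carry-over also remains open.

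Endfeet TRAP libraries differed more from each other than whole astrocyte TRAP libraries, with a common dispersion of 0.725 against 0.0141. When thinned to the total of the smallest library, the whole astrocyte libraries had 0.00724 and the endfeet libraries 0.622. The difference remained at equal totals. Since this dispersion leaves out counting error, thinning was unlikely to remove the difference, and the test cannot decide on depth. Thinning does not mimic a small amount of RNA before amplification, and the larger spread cannot be told apart from an effect of that amount, which was not tested. Within each series, the endfeet libraries had 0.67. With each endfeet library left out in turn, the dispersion ranged from 0.564 (without library 1) to 0.809 (without library 2). The amount of vessel material in each pool was not tested, nor was a biological explanation.

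Of the 11 ependymal marker genes, 8 are in Supplementary Table S1 (Dnah12, Tmem212, Ccdc153, Spag17, Hydin, Dnah5, Cfap54 and Ak7), against 0 of 12 endothelial, 2 of 12 mural, 0 of 10 fibroblast and 3 of 12 astrocyte marker genes. In whole astrocyte library 1, Ttr had 1050 counts, against 52219 and 51276 in libraries 2 and 3.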
